# Regions outside the DNA-binding domain are critical for proper *in vivo* specificity of an archetypal zinc finger transcription factor

**DOI:** 10.1093/nar/gkt895

**Published:** 2013-10-06

**Authors:** Jon Burdach, Alister P. W. Funnell, Ka Sin Mak, Crisbel M. Artuz, Beeke Wienert, Wooi F. Lim, Lit Yeen Tan, Richard C. M. Pearson, Merlin Crossley

## Abstract

Transcription factors (TFs) are often regarded as being composed of a DNA-binding domain (DBD) and a functional domain. The two domains are considered separable and autonomous, with the DBD directing the factor to its target genes and the functional domain imparting transcriptional regulation. We examined an archetypal zinc finger (ZF) TF, Krüppel-like factor 3 with an N-terminal domain that binds the corepressor CtBP and a DBD composed of three ZFs at its C-terminus. We established a system to compare the genomic occupancy profile of wild-type Krüppel-like factor 3 with two mutants affecting the N-terminal functional domain: a mutant unable to contact the cofactor CtBP and a mutant lacking the entire N-terminal domain, but retaining the ZFs intact. Chromatin immunoprecipitation followed by sequencing was used to assess binding across the genome in murine embryonic fibroblasts. Unexpectedly, we observe that mutations in the N-terminal domain generally reduced binding, but there were also instances where binding was retained or even increased. These results provide a clear demonstration that the correct localization of TFs to their target genes is not solely dependent on their DNA-contact domains. This informs our understanding of how TFs operate and is of relevance to the design of artificial ZF proteins.

## INTRODUCTION

Transcription factors (TFs) are typically regarded as having two distinct components: a sequence-specific DNA-binding domain (DBD) and a *trans*-acting functional domain that is capable of activating or repressing gene expression. Under this model, the DBD acts to direct the TF to certain regulatory regions in the genome based on its affinity for a particular DNA sequence and the *trans*-acting domain then imposes regulatory effects on the appropriate gene. Recognizing the capability of the two distinct domains to function autonomously has been helpful in understanding TF function and has led to the development of methodologies such as the yeast two-hybrid system, where two separable domains are reunited to recreate a functional TF. Nevertheless, it is known that the situation is sometimes more complex: DNA-binding domains can also make functional protein–protein interactions with coregulators, and several results imply that non-DNA-binding domains can contribute to the localization of TFs to their target genes (1–3).

Most strikingly, it is now becoming clear that the DBDs of TFs alone are unlikely to provide sufficient specificity to account for the highly limited *in vivo* genomic profiles being observed in chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) experiments. In these experiments, the genome-wide occupancy of TFs is determined by immunoprecipitating them together with associated DNA fragments and then identifying those fragments via large-scale sequencing. The TFs are first cross-linked to their target sites in living cells so that *in vivo* maps of binding sites can be generated. These maps show that *in vivo* TFs are far more discriminating about where they bind than *in vitro*. That is, *in vitro* most TFs bind to all sites that reasonably match their consensus binding sequence but *in vivo* only a small subset, sometimes <1% of possible sites are bound. For instance, ChIP-seq studies have revealed that GATA-1 binds to <1% of predicted consensus sites in erythroid cells (4). The poor correlation between predicted and observed occupancy has been dubbed the ‘futility theorem’ by one group of authors based on the assertion that essentially all *in vivo* TF binding site predictions generated using binding consensus sequences for individual TFs will have no functional role (5).

At the root of this problem is the length of the DNA-binding motif and the information content contained therein. Given the size of the human genome (∼3.9 gigabases), a motif would need to be >16 bp in length to be unique if a random nucleotide distribution is assumed. Despite this, most eukaryotic TF motifs are rather short and only some positions carry strong sequence preference. The zinc finger (ZF) TFs of the Krüppel-like factor (KLF) family, for instance, recognize a 10-bp sequence with only four of these positions being restricted to a single specific nucleotide (6,7). Furthermore, the overall motif is mostly composed of C and G nucleotides, which are over-represented in promoter regions. Taken together, these observations point to a level of specificity far short of what might be expected. It does not seem that the DNA-binding surface within the ZF domain alone could provide sufficient specificity to explain observed binding *in vivo*. Thus, other regions, such as those outside the DBD, or other phenomena, such as the availability of target sites, may also play a role.

We have focused on ZF domains, the most prevalent DBD in the proteome, to gain a better understanding of the mechanisms by which ZF TFs are localized to particular *cis*-regulatory elements. KLF3 is an archetypal ZF protein belonging to the SP/KLF family and nine SP and 17 KLFs have been described to date. These proteins are characterized by a highly conserved C-terminal DBD composed of three tandem classical ZF motifs and variable N-terminal domains that can recruit coactivators or corepressors (8). Several artificial TFs have been modeled on this family, comprising N-terminal functional domains fused to three C-terminal ZFs (9).

KLF3 has known roles in adipogenesis, erythropoiesis and lymphopoiesis [reviewed in (10)]. The molecular mechanisms by which KLF3 regulates gene expression have been extensively investigated. KLF3 uses its N-terminal non-ZF domain to recruit the corepressor C-terminal binding protein (CtBP) (11). CtBP in turn can recruit a range of factors including histone methyltransferases, histone deacetylases and histone-lysine-specific demethylases (12–15) that remodel chromatin to repress gene expression. Thus, KLF3 can be regarded as a typical ZF TF with an N-terminal functional domain and a C-terminal DBD.

In this work, we have analyzed the *in vivo* DNA-binding specificity of KLF3 using ChIP-seq. We have also tested a point mutant that is intact except for a two amino acid change in its N-terminal domain that abrogates binding to the cofactor CtBP. In addition, we have assessed the contribution of the entire N-terminal non-ZF domain by examining a deletion mutant that lacks this domain, and thus consists only of the ZF domain and an adjacent putative nuclear localization sequence.

The results obtained define for the first time the *in vivo* binding consensus of KLF3 and show that it conforms to the site previously identified for other family members, KLF1 and KLF4. We have also further refined the KLF binding consensus and identified additional nucleotide positions within it that influence DNA-binding specificity. We show that KLF3 preferentially binds at proximal promoter elements. Most importantly, the work with the mutants demonstrates that the N-terminal domain contributes to *in vivo* binding site selection, as the ZF domain alone is unable to localize to a large proportion of the binding sites and also appears to bind to new sites. The mutant unable to bind CtBP shows an intermediate pattern, suggesting that contact with CtBP also influences occupancy but is not the sole additional determinant in specifying DNA binding. Taken together, the results demonstrate that ZF domains alone are insufficient for specifying the *in vivo* genomic binding profiles of ZF TFs.

## MATERIALS AND METHODS

### Generation of cell lines

*Klf3*^−^*^/^*^−^ murine embryonic fibroblast (MEF) cell lines were generated from *Klf3*^−^*^/^*^−^ mice as previously described (16). All cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FCS and 1× penicillin, streptomycin and glutamine (Cat# 10378-016 Life Technologies, Carlsbad, CA, USA). *Klf3*^−^*^/^*^−^ MEFs were then transduced using the Murine Stem Cell Virus Retroviral Expression System (Clontech Laboratories, Mountain View, CA, USA) with either *Klf3-V5*, *ΔDL-V5* or *DBD-V5*. Stable clones expressing each transgene were then isolated under puromycin selection (2 μg/ml) using the cell dilution method in 24-well plates. Single clones were evaluated for relative protein expression by western blot using anti-V5 antibody (Cat# R960-CUS, Life Technologies Carlsbad, CA, USA) and for relative mRNA expression by real-time reverse transcriptase-polymerase chain reaction (RT-PCR) (17). For western blots molecular weight markers and protein bands were imaged by light and chemiluminescence, respectively. Oligonucleotide sequences for real-time RT-PCR are available in Supplementary Table S1. Electrophoretic mobility shift assay (EMSA) was performed as previously described (18). Probe sequences for EMSA are available in Supplementary Table S2.

### Chromatin immunoprecipitation

ChIP was conducted in duplicate on *Klf3*^−^^/−^ MEFs expressing recombinant *Klf3-V5*, *ΔDL-V5* or *DBD-V5*. Approximately 5 × 10^7^ cells were used for each experiment and ChIP was conducted as previously described (19) using an anti-V5 antibody (Cat# R960-CUS, Life Technologies, Carlsbad, CA, USA). Quantitative real-time PCR was performed on ChIP material using the primers in Supplementary Table S3. Library preparation was performed using the TruSeq DNA Sample Preparation Kit (Cat# FC-121-2001, Illumina, San Diego, CA, USA) according to the manufacturer’s instructions with minor modifications. Adapter sequences were diluted 1/40 before use and following adapter ligation, the library size extracted from the gel was 100–280 bp (excluding adapters) in line with the size of sonicated fragments. Library preparation was performed by the Ramaciotti Centre, University of New South Wales, New South Wales, Australia

### Sequencing

Libraries (6 inputs and 6 IP samples) were multiplexed into four lanes using sample-specific adapters such that there were three samples per lane. Samples were sequenced using 50 bp chemistry on the HiSeq 2000 (Illumina, San Diego, CA, USA). Library preparation and sequencing were performed by the Ramaciotti Centre, University of New South Wales, New South Wales, Australia. Quality control on the sequence data was performed using FastQC v0.10.1 available from http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

### Alignment

Reads were aligned to the mm9/NCBI37 *Mus musculus* genome using Bowtie2 v2.0.0-beta7 (20). In the first round, Bowtie2 was set to –very-sensitive and –D 40. Non-aligned reads were subjected to a second round of alignment where the read could be soft-clipped by running Bowtie2 with the switch –very-sensitive-local. Resulting alignments were sorted, merged and indexed using Samtools v0.1.18 (21).

### Peak calling, peak overlap and genomic annotation

Peak calling and downstream analysis was primarily performed using the HOMER software package v4.1 (available from http://biowhat.ucsd.edu/homer/ngs/index.html) (22). The script findPeaks.pl was used to for peak discovery using the paired input sample as a control with the settings -style factor, -F 5 and -L 5, requiring 5× fold enrichment over input and 5× fold enrichment over background (surrounding 10 kb) to call a peak. Peaks were subjected to a false discovery rate cutoff of 0.001. Peaks were merged using mergePeaks using the switch -d meaning that peaks had to literally overlap in genomic space to be considered overlapping. Peak lists were annotated using annotatePeaks.pl using the HOMER annotation set for mm9/NCBI37. HOMER was also used to determine sequence conservation around peaks using the mouse PhastCons data supplied with the software package.

### Quantification of ChIP tags

HOMER was used to quantify ChIP tag density at peak locations across the genome. Unless otherwise noted, tags were counted within 400 bp around the peak center (as peak widths could vary across the three different samples). All tag counts were normalized to 100 M reads, and were thus expressed as reads/100 M reads to allow comparison across samples. Histograms of tag densities around various genomic features were also derived using HOMER. Bin sizes varied depending on the application and are given with each result.

### Visualization

HOMER was used to create bedgraph files using the makeUCSCfile program. These were viewed using IGV v2.2 (23). Venn diagrams were produced using BioVenn (24), Venn Diagram Plotter v1.4.3740 (available from http://omics.pnl.gov/software/VennDiagramPlotter.php) and eulerAPE v2.0 (available from http://www.eulerdiagrams.org/eulerAPE/).

### ENCODE data sets

An ENCODE DNase-seq data set produced from murine lung fibroblasts by the Stamatoyannopoulos Laboratory at the University of Washington was downloaded from GEO (Accession# GSM1014199) (25,26). An ENCODE RNA-pol II ChIP-seq data set produced from MEFs by the Ren Laboratory at the Ludwig Institute for Cancer Research was also downloaded from GEO (Accession# GSM918761) (25,27). The raw sequencing reads from these data sets were processed using the ChIP-seq pipeline described earlier in text to make bedgraph files for visualization in IGV and to quantify sequencing tags at genomic locations of interest.

### *De novo* motif analysis

Sequence databases were created from the 100 bp surrounding the centers of peaks using the HOMER script findMotifs.pl. *De novo* motif discovery was conducted on these sequence databases using MEME v4.9.0 (28). The KLF3 motif defined by MEME was fed back into findMotifs.pl to search for instances of known motifs within KLF3 peaks. The position weight matrices of other KLF motifs were extracted from the HOMER motif database. These motifs were visualized using Weblogo v3.3 (29).

### Known motif analysis

The enrichment of known motifs in KLF3 peaks was determined using the findMotifsGenome.pl script in the HOMER package (22).

### Microarrays

Total RNA was purified from *Klf3*^−^^/−^, or *Klf3-V5* rescued MEF cells using tri-reagent according to the manufacturer’s instructions (Sigma-Aldrich, St Louis, MO, USA). RNA was subsequently ethanol precipitated and washed with 75% ethanol in DEPC-treated deionized water for further purification. RNA was then subjected to whole transcript sense labeling and hybridized to Affymetrix GeneChip 1.0 ST mouse gene arrays (Affymetrix, Santa Clara, CA, USA). Microarray preparation and scanning were performed by the Ramaciotti Centre, University of New South Wales, New South Wales, Australia. Microarray data were analyzed using Partek genomic suite v6.5 (Partek Inc., St. Louis, MO, USA).

Microarray CEL files were imported into Partek and normalized using the robust multi-array average algorithm. After confirming array quality (Affymetrix built-in controls and principal components analysis), differential gene expression was calculated and tested for significance using a one-way analysis of variance. Gene expression *P*-values were corrected for multiple testing using a false discovery rate threshold of 0.2.

## RESULTS

### Establishment of a system to compare the binding of normal and two mutant forms of KLF3

We developed a system to compare the occupancy of wild-type KLF3 with two KLF3 mutants (Figure 1A). The first mutant, designated ΔDL, contained a two amino acid substitution with AS replacing DL in the CtBP-contact motif—PVDLT—within the N-terminal domain of KLF3. This mutation effectively renders KLF3 unable to recruit the corepressor CtBP (11). The second mutant, designated DBD, involved the deletion of the entire N-terminal domain, leaving just the putative nuclear localization signal and the ZF DBD intact. All three constructs were tagged with a V5 epitope via a glycine–serine linker to enable consistent immunoprecipitation and comparison between samples.

**Figure 1.**
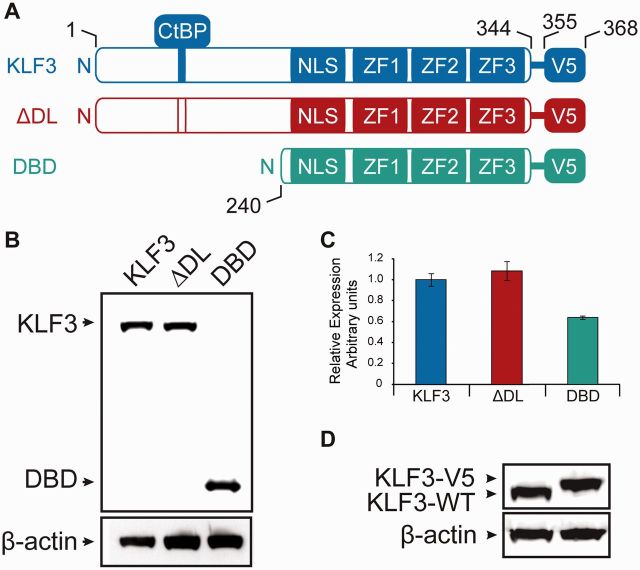
Experimental model for investigating KLF3 occupancy. (**A**) Schematic showing the three constructs used to rescue *Klf3*^−/−^ MEFs. (**B**) Western blot and (**C**) real-time RT-PCR showing relative levels of ectopic protein and mRNA expression of the three constructs in rescued *Klf3*^−/−^ MEFs. For real-time RT-PCR, expression has been normalized to 18 S rRNA and is shown relative to the KLF3 rescue, which has been set to 1.0. Shown are the means of either two (ΔDL and DBD) or three (KLF3) independent experiments. Error bars represent standard deviation. (**D**) Western blot showing endogenous KLF3 in *Klf3*^+/+^ MEFs and ectopic KLF3 in *Klf3*^−/−^ MEFs recued with *Klf3-V5*.

To avoid any competition between the mutants and endogenous, wild-type KLF3 we used MEFs generated from *Klf3*^−^*^/^*^−^ mice (30). These *Klf3*^−^*^/^*^−^ MEFs were rescued with each of the three *Klf3* constructs using the MSCV retroviral delivery system and stable clonal cell lines were generated expressing wild-type or mutant *Klf3*. Cell lines were examined for expression of *Klf3*, *ΔDL* and *DBD* mRNA and protein. Cells expressing similar levels of protein were selected for further analysis (Figure 1B). In these lines, we found equivalent expression of *Klf3* and *ΔDL* mRNA, whereas levels of *DBD* mRNA were somewhat lower (Figure 1C). Importantly, the level of ectopic KLF3 protein was also shown to be similar to the level of endogenous KLF3 in wild-type MEFs (Figure 1D). Immunofluorescence confocal microscopy confirmed that the KLF3 wild-type and mutant proteins were all correctly localized to the nucleus of MEF cells (Supplementary Figure S1).

We also investigated *in vitro* binding of the three constructs to a previously validated CACCC-box probe derived from the *Klf8* promoter (31). In EMSA experiments, we saw equivalent binding for KLF3 and ΔDL, whereas DBD interacted more strongly with the *Klf8* probe (Supplementary Figure S2). 

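Klf3−/− murine embryonic fibroblasts (MEFs) were rescued with V5-tagged KLF3, with ΔDL, in which the motif that contacts the corepressor CtBP is mutated, or with DBD, which keeps the zinc finger domain and a putative nuclear localization signal. Chromatin immunoprecipitation (ChIP) with an anti-V5 antibody was followed by sequencing for 3 constructs with 2 replicates each, and every replicate had a paired input. The authors aligned the 50 bp reads to mm9 and called peaks with HOMER on each replicate alone, requiring 5-fold enrichment over input and over the surrounding sequence at a false discovery rate of 0.001. They deposited a peak list for each replicate, a merged list for each construct with the peaks found in both replicates, and a table of all peaks. The scores in the replicate lists are the authors' tag counts per 100 M tags. Every score is a whole multiple of the worth of a single tag, which gives the number of tags behind the scaling. By this measure 5.46 M and 18.1 M tags were used for KLF3 replicates 1 and 2, 1.77 M and 10.2 M for ΔDL, and 7.81 M and 8.38 M for DBD. The paper's numbers of mapped reads (Supplementary Table S4) are 40296064 and 47015286 for KLF3, 20189146 and 35576092 for ΔDL, and 42535264 and 46292414 for DBD. The values given here use the tags behind the scores. Peaks of ΔDL replicate 1 had a median of 6 tags and at least 4, whereas peaks of KLF3 replicate 2 had a median of 21 and at least 13. In the merged lists and the table of all peaks, the authors counted the tags of both replicates together in 400 bp and gave them as log2 values, so these heights have no replicate error. A single tag is worth 4.29 normalized tags for KLF3, 8.45 for ΔDL and 6.23 for DBD in these heights. Overlaps, region shares and heights were computed from the deposited lists, and the mm9 sequence was searched for the consensus motif. Intervals given on shares of peaks are 95% Wilson confidence intervals and cover counting error only.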

ChIP-seq was then performed on MEF cells expressing *Klf3*, *ΔDL* or *DBD* in duplicate. Samples were sequenced on the HiSeq 2000 (Illumina, San Diego, CA) using 50 bp chemistry. Across the six samples, a total of >700 M reads were mapped to the mouse genome using Bowtie2 (for details see Supplementary Table S4). Peaks for each mutant were called on individual replicates, and the overlap between replicates was established (Supplementary Figure S3) with overlapping peaks taken forward for further analysis. 

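The replicate lists held 26772 and 23872 peaks for KLF3, 17206 and 32624 for ΔDL, and 9156 and 8105 for DBD. Of the peaks of KLF3 replicate 1, 52.7% overlapped a peak of replicate 2 by at least 1 bp, and 59.1% of the replicate 2 peaks overlapped one of replicate 1. For DBD these shares were 54.1% and 61.1%. For ΔDL they were 71.2% of the shorter replicate 1 list and 37.5% of the replicate 2 list. Taking the same number of top peaks from every replicate list gave 5055 shared peaks for KLF3, 3825 for ΔDL and 4731 for DBD.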

An annotated table containing ChIP peaks across all three samples and sorted by KLF3 peak height can be found in Supplementary Table S5. Replicates were shown to be consistent based on the correlation between peak heights across replicates at overlapping peak locations (Supplementary Figure S4).

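Across the peaks called in both replicates, the R² between the log2 scores of replicates 1 and 2 was 0.570 for KLF3 (bootstrap standard error over peaks 0.0063), 0.291 for ΔDL (0.0078) and 0.545 for DBD (0.014). Spearman's rho was 0.680, 0.497 and 0.629, respectively. These correlations are across peaks, and peaks are not independent replicates, so no p-value was computed. The squared rank correlation was furthest from R² for DBD, at 0.396. Scores were higher in replicate 1 than in replicate 2 by a median of 1.69 on the log2 scale for ΔDL, 0.63 for KLF3 and 0.208 for DBD. The lowest score a list can hold depends on its tags, so these offsets do not measure binding height alone. Peaks of ΔDL replicate 1 had at least 4 tags worth 56.64 normalized tags each, and peaks of replicate 2 at least 7 worth 9.771 each.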

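Positions of peaks are given on mm9, and heights as the authors' normalized tags. At Klf8, on chromosome X, a peak in intron 1 from 149672700 to 149673100 had 311 KLF3 tags. It was called with 10 and 28 tags in the KLF3 replicates. ΔDL had 592 tags there, a log2 difference from KLF3 of 0.93, or −0.13 after scaling to the same median over peaks called for all 3 constructs. The Klf8 promoter peak from 149672112 to 149672512 is listed for ΔDL and not for KLF3, with 162 KLF3 tags, and was called in KLF3 replicate 2 but not in replicate 1. At Lgals3, on chromosome 14, the promoter peak from 47993316 to 47993716 had 413 KLF3 tags and was called with 12 and 57 tags in the replicates. Lgals3 peaks in intron 1, from 47994101 to 47994501, and upstream, from 47973772 to 47974172, had 609 and 519 KLF3 tags. At Fam132a, on chromosome 4, the promoter peak from 155336050 to 155336450 had 254 KLF3 tags and was called with 15 and 28 tags in the replicates. The Lgals3 and Fam132a promoter peaks were not called in any ΔDL or DBD replicate. Their ΔDL heights were 232 and 162 tags, log2 differences from KLF3 of −0.83 and −0.65. The Lgals3 intron 1 peak had 676 ΔDL tags and was called with 8 and 47 tags in the ΔDL replicates. The upstream Lgals3 peak had 530 ΔDL tags and was called in ΔDL replicate 2 alone, with 51 tags.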

Encouragingly, the ChIP-seq peak analysis revealed strong peaks at previously identified KLF3 targets including *Klf8*, *Lgals3* and *Fam132a* (31–34). To further validate these results, a number of peaks were selected for confirmation by ChIP–PCR. These peaks included the known targets mentioned earlier in the text, a new peak at the *Stard4* promoter and two previously established unbound regions in the *Klf8* locus (31). 

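The Stard4 promoter peak lies on chromosome 18 of mm9 from 33373397 to 33373797, and the distance of its centre from the TSS is −127 bp. It had 605 KLF3 tags and was called with 24 and 70 tags in the KLF3 replicates. The heights of ΔDL and DBD were 443 and 37.8 tags. ΔDL replicate 2 called a peak there with 32 tags and replicate 1 did not, so the site is not in the merged ΔDL list. The control regions at Klf8 and the ChIP–PCR were not analysed here.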

New independent ChIP assays were performed on each of the three cell lines in duplicate and the recovered DNA was subjected to amplification by quantative real-time PCR using primers for the six specific loci (primer sequences available in Supplementary Table S3). As shown in Supplementary Figure S5, the ChIP–PCR confirmed the presence of the expected peaks and the absence of peaks in negative control regions. To further validate the biological relevance of the rescued cell lines, we examined endogenous KLF3 occupancy at a number of genomic loci where we observed KLF3-V5 peaks by ChIP-Seq. These ChIP experiments confirmed that the sites identified as targets of KLF3-V5 are also bound by endogenous KLF3 (Supplementary Figure S6).

### The genomic binding profile of full length KLF3

First the binding profile of wild-type full length KLF3 was analyzed as a reference for comparison with the mutants. A total of 14 115 KLF3 peaks were identified as overlapping across the two replicate sets of samples (Supplementary Figure S3). 

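Overlap of the deposited replicate lists by at least 1 bp gave 14104 KLF3 peaks found in both replicates.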

The distribution of KLF3 peaks in promoters, exons, introns and other regions across the *Mus musculus* (mm9/NCBI37) genome was analyzed based on RefSeq annotations. Promoter regions were defined as being −1 to +0.1 kb from the RefSeq transcription start site (TSS); intronic regions were those lying between exons; and intergenic regions made up the rest of the genome. Peaks that fell into coding exons, 5′ and 3′ UTR exons and close to the transcription termination sites (−100 bp to +1 kb) were all labeled as ‘other’.

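In the merged KLF3 list, the authors' annotation places 4263 peaks in promoters (30.2%, interval 29.4 to 31.0%), 4328 in introns (30.7%, 29.9 to 31.4%) and 5001 in intergenic regions (35.4%, 34.6 to 36.2%). Other regions held 3.71%. The spread between replicates was wider than these intervals. Promoter peaks made up 20.0% of the replicate 1 list and 31.0% of the replicate 2 list, a mean of 25.5% ± 7.74 (SD, n = 2). The mean share was 33.0% ± 1.77 (SD, n = 2) for introns and 37.4% ± 6.72 (SD, n = 2) for intergenic regions. Keeping the upper 50% of each replicate list by score, an alternative chosen after seeing the data, gave a promoter share of 39.0%.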

Just under one-third of the peaks were found to lie in promoters, approximately one-third in introns and just over one-third in intergenic regions (Figure 2A). 

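Genome shares were computed on mm9 from the protein-coding transcripts of the reference annotation, whereas the authors annotated the peaks with RefSeq. Promoters, from 1000 bp upstream to 100 bp downstream of a TSS, covered 1.3% of the genome, and the promoter share of KLF3 peaks was 23.3 times as large. Introns covered 34.1% of the genome, and the ratio of the intronic share of KLF3 peaks to this share was 0.9. The large promoter share lowers the shares left for other regions, and peaks outside promoters were not compared separately.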

As promoters and introns constitute much less than a third of the total genome each, these results represent a strong enrichment of KLF3 peaks in promoters and also a notable but lesser enrichment in introns. The precise location of the promoter peaks relative to the TSS is shown in Figure 2B. 

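The distance from peak centre to the nearest TSS was between 1000 bp upstream and 100 bp downstream for 4163 KLF3 peaks. In 20 bp bins, the highest count was 480 peaks, in the bin from −60 to −40 bp. The same bin was highest in both replicate lists, with 492 and 719 peaks. The median distance was −79 bp, and 48.3% of these peaks were centred within 100 bp upstream of the TSS. With 50 bp bins, the middle of the highest bin was −75 bp.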

The confluence of peak centers is located ∼50 bp upstream from the TSS. The remarkable proximity of KLF3 peaks to the TSS fits with results from *Drosophila*, where it has been suggested that the cofactor CtBP functions as a short-range corepressor for the TFs Krüppel, Knirps, Giant and Snail and is typically found within 100 bp of promoters or of activating TFs within enhancer units (35–37).

**Figure 2.**
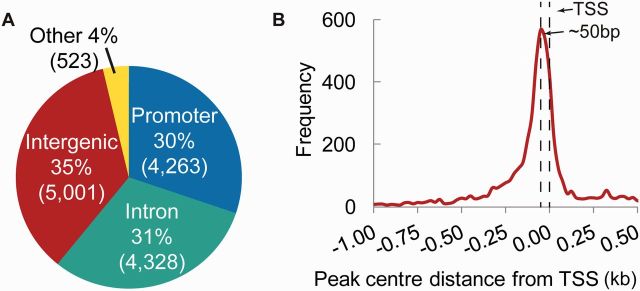
Genomic localization of KLF3 peaks. (**A**) Distribution of KLF3 peaks within different genomic regions. Promoters are defined as the region −1000 bp, +100 bp around the TSS of Refseq genes. Peaks that fell into CDS exons, 5′ and 3′ UTR exons and transcription termination sites (−100 bp to +1 kb) were all labeled as ‘other’. Percentages lying in each region are given, and absolute peak numbers are shown in parentheses. (**B**) Histogram of peak centers within 1.5 kb of the Refseq TSS with 20 bp bins.

The conservation of nucleotides around KLF3 peaks was also analyzed using the 30-way vertebrate PhastCons data from UCSC (Supplementary Figure S7A). An enrichment of conserved nucleotides around the center of KLF3 peaks is evident, indicating that these sites are more evolutionarily constrained than the surrounding sequence, and therefore likely to be functional regions. 

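The merged KLF3 list gives the authors' mean PhastCons score of each peak region, from low conservation at 0 to high at 1. The mean over peaks was 0.265 for promoter peaks (standard error 0.003), 0.18 for intronic peaks (0.003) and 0.15 for intergenic peaks (0.0026). The medians were 0.22, 0.1 and 0.07.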

Higher conservation is observed for promoter peaks than intronic and intergenic peaks.

### Colocalization of KLF3 peaks and other promoter marks

We sought to supplement our KLF3 data by incorporating two data sets from the ENCODE consortium. An RNA-pol II ChIP-seq data set from MEFs produced by the Ren Laboratory at the Ludwig Institute for Cancer Research was analyzed using our ChIP-seq pipeline to produce bedgraph files for visualization (25,27). Similarly, a DNase-seq data set produced by the Stamatoyannopoulos Laboratory from mouse lung fibroblasts at the University of Washington was also analyzed (25,26). These DNase-seq data were used to establish the overlap between nucleosome-depleted regions and KLF3 binding sites genome-wide. KLF3 peaks showed a strong enrichment for nucleosome depletion, and splitting KLF3 peaks into subsets based on genomic localization revealed a divergence in the extent of this depletion (Supplementary Figure S7B). KLF3 promoter peaks were found to have almost double the nucleosome depletion compared with peaks in introns or intergenic regions.

### The role of KLF3 in gene regulation

Given that a large number of KLF3 peaks at proximal promoters had been identified, we wished to better understand how KLF3 occupancy related to changes in gene expression. To accomplish this, we performed Mouse Gene ST 1.0 gene expression microarrays (Affymetrix, CA, USA) on *Klf3*^−^^/−^ MEFs and the same cell line rescued with *Klf3-V5*. A *P*-value cutoff of <0.05 was applied using 1-way analysis of variance and transcripts dysregulated more than 2-fold were selected. In total, 196 transcripts were repressed and 201 were upregulated on rescue with KLF3 according to these cutoffs. A volcano plot of these data is found in Supplementary Figure S8, and the microarray data are available in Supplementary Table S6.

To further refine these putative KLF3 targets, we searched within these groups for genes that exhibited a KLF3 peak at the proximal promoter (−1 kb, +0.1 kb) (Supplementary Table S5). 

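The promoter peaks listed for dysregulated genes in Supplementary Table S6 were looked up in the merged KLF3 list. The same interval was found for 65 of 65 peaks of repressed genes and 19 of 19 peaks of activated genes. The repressed list holds 60 distinct gene names, since some genes appear more than once. The expression arrays were not used here.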

A total of 65 genes showed >2-fold repression in the presence of KLF3 and a KLF3 promoter peak. Only 19 genes showed activation >2.0-fold in the presence of KLF3 and a KLF3 promoter peak consistent with previous results and reinforcing the view that KLF3 is predominantly a repressor of transcription (32). 

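At Pqlc3, on chromosome 12 of mm9, the KLF3 promoter peak from 17006712 to 17007112 had 820 KLF3 tags and was called with 27 and 83 tags in the KLF3 replicates. The Mgst3 promoter peak, on chromosome 1 from 169324022 to 169324422, had 955 KLF3 tags, called with 53 and 92 tags. A peak in intron 1 of Mgst3, from 169322929 to 169323329, had 553 KLF3 tags.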

Representative examples of genes repressed in the presence of KLF3 targets are given in Figure 3.

**Figure 3.**
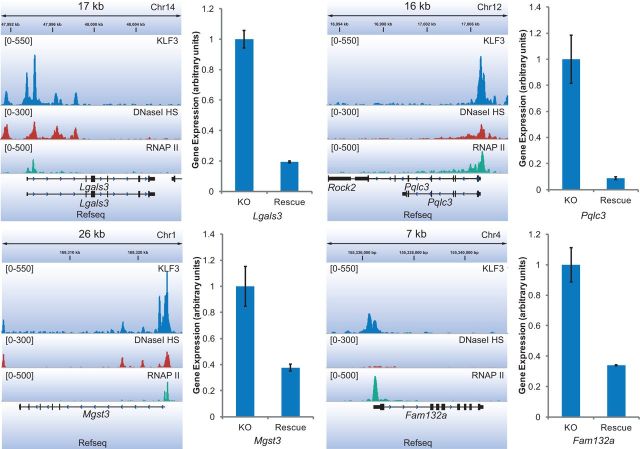
A selection of putative KLF3 target genes. Genes displayed were repressed >2-fold on rescue with KLF3 and also exhibit a ChIP peak at the proximal promoter. DNase-seq and RNAP II ChIP-seq tracks generated from experiments from the Ren and Stamatoyannopoulos Laboratories, respectively, are also displayed. Both were sourced from the ENCODE project (25–27). Gene expression changes are based on microarray data and have passed a *P* < 0.05 cutoff as measured by one-way analysis of variance. Error bars represent standard error of the mean.

### The KLF3 consensus site conforms to the typical KLF family site

*De novo* motif discovery on KLF3 peaks was accomplished using MEME on the 100 bp surrounding the top 500 peak centers ranked by peak height (28). 

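The 10 bp consensus read from Figure 4A, NNNMCRCCCN, where M is A or C and R is A or G, was matched on both strands of mm9 in the 100 bp around each peak centre. Among the top 500 KLF3 peaks by tag count in 400 bp, 431 held a match (86.2%, interval 82.9 to 88.9%). Flanking sequence of the same peaks, from 400 to 500 bp away, held one in 31.4%. Over all KLF3 peaks the share was 57.0%.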

The motif discovered was highly similar to those previously reported for other KLF TFs based on ChIP-seq experiments (6,7) (Figure 4A–C). Although different KLFs exhibit significantly different biological functions, it appears that these differences are not due to major differences in their preferred DNA consensus sequence. It seems possible that several, if not all KLFs in a cell, might target the same regulatory regions. This notion is supported by the previous observation that in erythroid cells KLF3 can repress a subset of KLF1 target genes (32). We were also interested to see if the KLF3 motif found in promoters differed from the motifs found in intronic and intergenic peaks. 

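In the top 500 KLF3 peaks of each region, a match to the consensus was found in 452 promoter, 388 intronic and 368 intergenic peaks. The flanking sequence held one in 35.4%, 23.7% and 21.7%, and the median G+C content of the peaks was 64.8%, 53.1% and 50.5%.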

Our analysis showed that there was little divergence in motif preference in these different genomic regions (Supplementary Figure S9).

**Figure 4.**
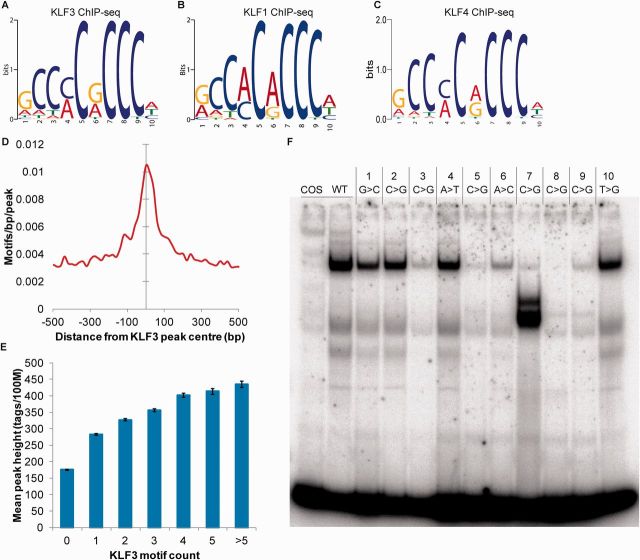
Characterization of the KLF3 consensus DNA-binding site. (**A**) The KLF3 consensus binding site derived from KLF3 ChIP-seq peaks. *De novo* motif discovery was accomplished using MEME on a sequence database composed of the 100 bp surrounding the top 500 peaks ranked by peak height. (**B**) KLF1 consensus binding motif from a ChIP-seq experiment on erythroid cells (38). (**C**) KLF4 consensus binding site from ChIP-seq on ES cells (7). (**D**) Cumulative distribution of KLF3 consensus motifs within KLF3 ChIP-seq peaks. (**E**) Relationship between peak height and KLF3 motif count within the peak. Motif counts were established using HOMER and the mean peak height was taken. Error bars represent the standard error of the mean. (**F**) EMSA showing the effect of mutation of the KLF3 consensus on DNA-binding strength. Point mutations were introduced at each position of a *β-globin* CACCC probe (18) as indicated. COS and WT lanes contain wild-type *β-globin* probe; COS lane contains nuclear extracts from cells transfected with empty pMT3 vector. Probe sequences are given in Supplementary Table S2.

The *de novo* generated KLF3 motif was also used to test the location of the consensus motif within KLF3 peaks and the number of motif occurrences within the peaks. As expected, the motif was found to be centrally enriched within the pooled KLF3 ChIP peaks (Figure 4D). 

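Over all KLF3 peaks, the bins from −50 to 0 bp and from 0 to 50 bp around the peak centre held 47.4 and 53.9 matches per 100 peaks. The outermost bins, from −500 to −450 bp and from 450 to 500 bp, held 12.7 and 13.1.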

Interestingly, the mean height of KLF3 peaks was found to increase as the number of motifs within a peak increased (Figure 4E), although the relationship was not linear (that is, the presence of two motifs led to much less than a doubling in peak height).

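The mean height of the 3370 KLF3 peaks with no match in 400 bp was 182 tags (standard error over peaks 1.6). It was 262 tags with 1 match (2.6), 317 with 2 (4.0), 351 with 3 (4.9) and 433 with 6 or more (6.7). Relative to no match, the mean was 1.44 times as high with 1 match (bootstrap interval over peaks 1.41 to 1.48) and 1.74 times with 2 (1.69 to 1.8), and peaks with 2 matches were 1.21 times as high as peaks with 1. The ratio for 1 match was 1.49 with matches counted in 100 bp. Promoter and other peaks were not separated in this count.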

We also investigated the enrichment of known TF motifs within 200 bp of KLF3 peak centers in promoter, intronic and intergenic regions (Supplementary Figure S10). 

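Short sequences recognised by AP-1, RUNX and TEF factors, chosen after the data had been seen, were matched in the central 200 bp of the KLF3 peaks and in flanks from 400 to 600 bp away. The RUNX sequence TGTGGTT was present in 9.31% of intronic and 9.48% of intergenic peaks, against 4.46% and 4.73% of flanks. The TEF sequence RGGAATG was present in 11.6% and 12.5%, against 7.27% and 7.58% of flanks. The AP-1 sequence TGASTCA was present in 23.4% of intronic peaks and 3.6% of their flanks. At promoter peaks the ratio of peaks to flanks was 0.552 for RUNX, 0.917 for TEF and 1.66 for AP-1.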

Similar motifs were found to be enriched in both intronic and intergenic KLF3 peaks, where we saw an overrepresentation of binding sites for AP-1, and TEF and RUNX family members. However, KLF3 promoter peaks showed enrichment for a different set of motifs, with the presence of consensus sites for ETS and E2F factors, along with CCAAT binding proteins. 

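The ETS sequence CCGGAAG was present in 17.1% of promoter peaks and 3.14% of their flanks, compared with 2.15% of intronic and 1.46% of intergenic peaks. The CCAAT sequence CCAATSR was present in 17.6% of promoter peaks and 5.67% of their flanks, and the ratio was 0.978 at intergenic peaks. The E2F sequence GCGGGAA was present in 7.88% of promoter peaks and 3.66% of their flanks, a ratio of 2.15, compared with 2.22 at intronic and 1.8 at intergenic peaks.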

Across the three regions, the highest enrichment was for the AP-1 motif at intergenic peaks where 33.29% of KLF3 peaks contained this motif, compared with a background expectancy of 6.57%. 

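The fixed AP-1 sequence was present in 23.4% of 5001 intergenic KLF3 peaks and 4.2% of their flanks, a ratio of 5.58. The ratio at intronic peaks was 6.49 and the ETS ratio at promoter peaks was 5.44.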

The diversity of motifs enriched within KLF3 peaks would suggest that KLF3 may target genomic sequences in a variety of *cis*-regulatory modules to influence gene expression.

### Validation of the *de novo* generated KLF3 consensus binding site

The *de novo* generated motif was highly similar to sequences previously reported for KLF family members. EMSA was used to further evaluate this consensus sequence (Figure 4F), using a previously characterized probe from the *β-globin* locus that conforms to the KLF3 DNA-binding motif (18). The importance of each position was analyzed using a series of probes that introduced point mutations to replace the consensus base with the least preferred alternative. Each of these mutations reduced binding (Figure 4F and Supplementary Figure S11A); in particular, we were able to confirm the importance of the invariant C residues at positions 5, 7 and 8, where the presence of a G on the coding strand presumably allows hydrogen bonding with contact arginine residues in the DBD of KLF3. There is also a strong preference for a C nucleotide at positions 3 and 9. Interestingly, the C to G mutation at position 7 resulted in novel, high affinity binding by an unidentified protein.

In agreement with the consensus, we found greater tolerance at positions 2 and 10, whereas introduction of a C at position 6 had a significant impact on binding. Position 4 appears able to accept a T residue that is not suggested by the consensus. A preference for a G at position 1 was observed in the KLF3 ChIP-seq results; however, the importance of this nucleotide has not been previously discussed or analyzed to our knowledge. When the G at position 1 was changed to a C, a reduction in binding was observed, indicating that the G at position 1 is important (Figure 4F). To investigate this further, we examined KLF3 binding to a series of *β-goblin* CACCC probes containing each of the four possible bases at position 1. In agreement with the consensus, we found a strong preference for G or A at this position (Supplementary Figure S11B). Taken together, these results demonstrate that the *in vitro* binding preference provides support for the ChIP-seq generated consensus and highlights for the first time the importance of having a G or A at position 1.

### Mutations in the non-DBD and their effects on DNA binding

Having profiled the occupancy of KLF3, we next sought to compare this binding profile against the two mutants: ΔDL and DBD. In total, 12 248 and 4955 peaks were identified for ΔDL and DBD, respectively, compared with the 14 115 peaks identified for KLF3 (Supplementary Figure S3). 

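Overlap of the replicate lists gave 12247 shared peaks for ΔDL and 4955 for DBD. A peak must be called in both replicates to be counted, so the ΔDL number cannot be much above that of the shorter replicate 1 list. Whether the small number of tags in that replicate lowers it was not tested by drawing equal numbers of tags.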

A range of striking differences was observed in the binding profiles of these proteins and a number of illustrative peaks are displayed in (Figure 5). 

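The Grin1 peak lies in the last intron on chromosome 2 of mm9 from 25148364 to 25148764 and was called in both replicates of each construct. Its height was 1060 tags for KLF3, 1400 for ΔDL and 1150 for DBD. The replicates called it with 99 and 172 tags for KLF3, 33 and 118 for ΔDL, and 95 and 102 for DBD. The log2 differences from KLF3 were 0.40 for ΔDL and 0.12 for DBD, and they turned to −0.66 and −0.30 after scaling to the same median over peaks called for all 3 constructs.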

Panel A shows an example where all three constructs have similar binding profiles in the last intron of *Grin1*. 

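The Rc3h1 promoter peak, on chromosome 1 of mm9 from 162836226 to 162836626, had 1420 tags for KLF3, 317 for ΔDL and 74.5 for DBD, log2 differences from KLF3 of −2.16 and −4.25. ΔDL still called a peak there, with 9 and 16 tags in its replicates, and DBD did not. Near Epgn, on chromosome 5, the intergenic peak from 91466751 to 91467151 had 221 tags for KLF3, 1460 for ΔDL and 36 for DBD. It was called in both KLF3 replicates, with 10 and 24 tags, and in both ΔDL replicates, with 21 and 111 tags. A neighbouring peak from 91465625 to 91466025 is listed for KLF3 and not for ΔDL, and was called in ΔDL replicate 2 but not in replicate 1. It had 211 KLF3 and 461 ΔDL tags. The log2 difference was 1.13, or 0.07 after scaling to the same median over peaks called for all 3 constructs. Another from 91467346 to 91467746, listed for ΔDL and not for KLF3, overlapped a peak in both KLF3 replicates and had 284 KLF3 and 855 ΔDL tags.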

Panel B shows a dramatic loss of binding by ΔDL and DBD at the promoter of *Rc3h1.* Panel C shows a new binding activity by ΔDL that is not present in KLF3 3′ to the *Epgn* gene. Panel D shows loss of binding by DBD in the region marked by red bars, whereas both KLF3 and ΔDL show near identical binding profiles. 

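At Lmna, on chromosome 3 of mm9, 4 peaks in intron 1 had between 545 and 1040 KLF3 tags, between 443 and 1020 ΔDL tags and between 53.8 and 91.8 DBD tags. No DBD replicate called a peak at any of them. The ΔDL difference from KLF3 on the log2 scale was 0.91 at the peak from 88292874 to 88293274, or −0.15 after scaling to the same median over peaks called for all 3 constructs. It was −0.55, −0.30 and −0.79 at the peaks starting at 88295105, 88296239 and 88296763, and the first of these was not called in either ΔDL replicate. A promoter peak from 88297461 to 88297861 is listed for DBD alone, with 360 KLF3, 452 ΔDL and 296 DBD tags.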

In panels E and F, ΔDL shows loss of binding solely at the proximal promoter, but maintains downstream peaks in the case of *Zfp36l2* (panel E) and in the body of the *Fez2* gene (panel F), while DBD shows a broad loss of binding across all regions. 

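At Zfp36l2, on chromosome 17 of mm9, the promoter peak from 84587728 to 84588128 had 481 KLF3, 86.8 ΔDL and 66.7 DBD tags, and no ΔDL replicate called it. The downstream peak from 84582792 to 84583192 had 657 KLF3, 399 ΔDL and 52.7 DBD tags. ΔDL replicate 2 called it with 21 tags and replicate 1 did not, so it is listed for KLF3 alone. A peak in the 3′ UTR from 84584722 to 84585122, listed for ΔDL and DBD, had 380 KLF3, 347 ΔDL and 160 DBD tags. At Fez2, on the same chromosome, the promoter peak from 78817292 to 78817692 had 662 KLF3 and 165 ΔDL tags, and ΔDL replicate 2 alone called it, with 9 tags. The ΔDL difference from KLF3 on the log2 scale was −1.76 at a peak in intron 1 from 78816831 to 78817231, which no ΔDL replicate called. It was −0.36 and −0.70 at the peaks in introns 4 and 5, from 78800998 to 78801398 and from 78799390 to 78799790, which both ΔDL replicates called. The DBD differences at these Fez2 peaks were between −3.98 and −2.87.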

In summary, our comparative analysis of genome-wide binding by KLF3, ΔDL and DBD revealed that loss of binding by ΔDL at promoters is common and dramatic loss of binding by DBD is almost universal. However, as the examples in Figure 5 show, specific profiles are often complex, with increased binding by ΔDL at some regions and retention of ΔDL and DBD binding at others.

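Across the 22188 peaks of the table of all peaks, ΔDL was at least 2-fold lower than KLF3 at 3293 and at least 2-fold higher at 6393. At KLF3 promoter peaks it was lower at 1489 of 4259 and higher at 10, and at intergenic KLF3 peaks it was lower at 758 and higher at 928. DBD was lower at 11665 of all peaks and higher at 726, and at KLF3 promoter peaks it was lower at 4196 and higher at none. The ΔDL counts depend on the scaling. With heights scaled to the same median over the 2334 peaks called for all 3 constructs, a log2 shift of −1.06 for ΔDL and −0.42 for DBD, ΔDL was lower at 9515 peaks and higher at 88. For DBD the scaled counts were 11916 and 95. Whether the 2334 peaks are a neutral reference for scaling was not tested. A consensus match was found in 8.83% of them and in 10.0% of their flanks. Their median height was 133 tags for KLF3 and 276 for ΔDL. The scaled values given here and elsewhere carry this limit. The heights combine both replicates, so no replicate error or test can be given for a single peak.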

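Among peaks with a height of at least 8 on the log2 scale in the mutant, the 3 with the largest rise over KLF3 were taken for ΔDL and for DBD. The ΔDL rises were 2.72 on the log2 scale at the Epgn peak and 2.97 and 2.48 at intergenic peaks on chromosome 12 from 7643442 to 7643842 and on chromosome 3 from 58365592 to 58365992. Each of the last pair was called in both ΔDL replicates, with 5 and 15 tags and with 6 and 13 tags. The DBD rises were 1.40 at an intronic Sh3glb1 peak, 1.24 at an intronic Acacb peak and 1.17 at an intronic peak for which the table names Il20rb as the nearest gene. The Acacb peak, on chromosome 5 from 114622930 to 114623330, was called in DBD replicate 2 and not in replicate 1. The highest KLF3 heights in the table were 1860, 1850 and 1760 tags, at peaks nearest Alox5ap, Myh9 and Ppp1r10. The ΔDL difference on the log2 scale was −0.91 at Alox5ap, −1.16 at Myh9 and 0.04 at Ppp1r10, and the last became −1.02 after scaling to the same median over peaks called for all 3 constructs.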

**Figure 5.**
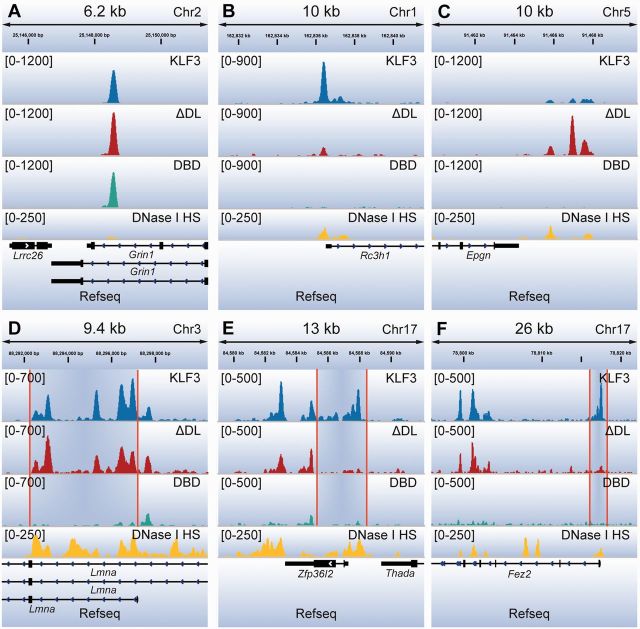
An illustrative range of peaks showing similarities and differences between the occupancy of KLF3, ΔDL and DBD. Notable changes in occupancy are highlighted by red vertical bars.The *y*-axis scales may differ between panels but that within a panel, KLF3, ΔDL and DBD tracks use the same scale to allow direct comparison of peak height. The DNase-seq track was generated from fibroblast data from the Stamatoyannopoulos Laboratory and was sourced from the ENCODE project (25,26).

We were interested to see whether KLF3, ΔDL and DBD bound the same sites within the genome. The overlap of peaks between the three mutants is shown in Figure 6A. For peaks to be considered overlapping, their boundaries had to literally overlap in genomic space. KLF3 and ΔDL show some degree of overlap; however, the majority of sites are distinct and non-overlapping. 

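Of the KLF3 peaks, 4727 overlapped a peak of the merged ΔDL list (33.5%, interval 32.7 to 34.3%), and 38.4% of the ΔDL peaks overlapped a KLF3 peak. A peak of ΔDL replicate 1 was overlapped by 35.2% of the KLF3 peaks and a peak of ΔDL replicate 2 by 74.5%, so the share depends on which ΔDL list is used. Of the 9388 KLF3 peaks without a merged ΔDL peak, 62.1% overlapped a peak of ΔDL replicate 2 and 3.15% a peak of replicate 1.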

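Of the DBD peaks, 2402 overlapped a KLF3 peak (48.5%, interval 47.1 to 49.9%) and 4436 overlapped a ΔDL peak (89.5%, 88.6 to 90.3%). Taking the same number of top peaks from every merged list, ranked by the mean of the replicate scores, lowered these shares to 8.01% and 62.3%. In that mean a tag counts 56.64 in ΔDL replicate 1 and 9.771 in ΔDL replicate 2. With KLF3 replicate 1 alone in place of the merged KLF3 list, 83.2% of the DBD peaks overlapped a KLF3 peak, and with KLF3 replicate 2 alone 52.0% did.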

Around half of the DBD peaks overlap with KLF3. ΔDL and DBD show a closer relationship to each other, with the vast majority of DBD peaks co-occurring with ΔDL.

**Figure 6.**
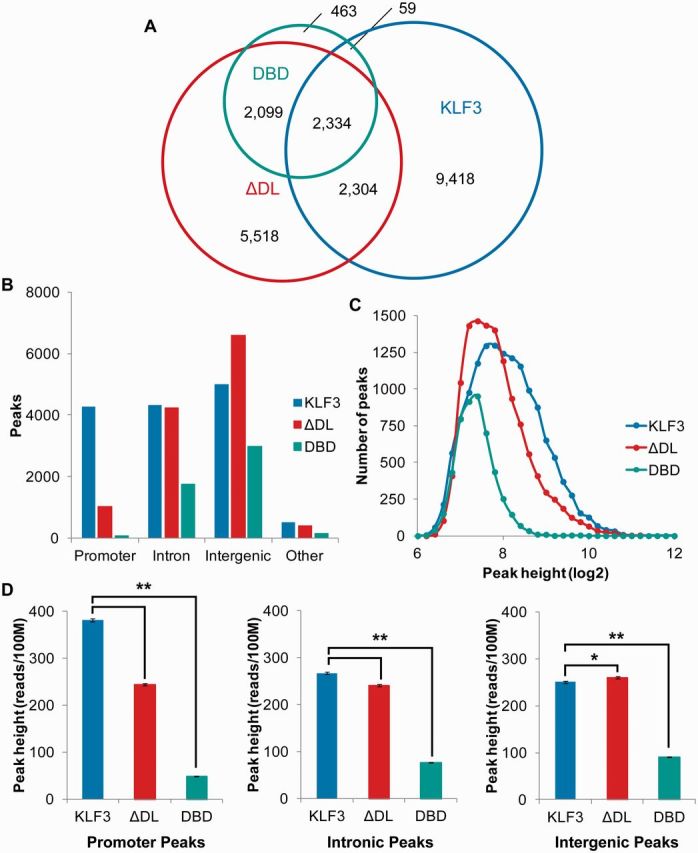
Contrasting KLF3, ΔDL and DBD peaks. (**A**) Proportional Venn diagram showing the overlap of peaks between the three proteins. (**B**) Distribution of KLF3 and mutant peaks across the genome. Promoters are defined as the region −1000 bp, +100 bp around the TSS of Refseq genes. Peaks that fell into CDS exons, 5′ and 3′ UTR exons and transcription termination sites (−100 bp to +1 kb) were all labeled as ‘other’. (**C**) Histogram showing the distribution of peak heights across KLF3 and the two mutants. (**D**) Differences in peak heights between KLF3 and KLF3 mutants at various genomic regions. Values are mean peak heights (reads/100 M reads within 400 bp of peak centers). Error bars represent standard error of the mean. *P < 0.05 **P < 0.00005.

We then investigated whether KLF3, ΔDL and DBD showed equivalent patterns of binding to promoters, introns or intergenic regions. The distribution of KLF3, ΔDL and DBD peaks was analyzed based on genomic region. The raw numbers of peaks occurring within each genomic region are displayed in Figure 6B. It is immediately apparent that there is a dramatic reduction in the number of peaks in the ΔDL and DBD experiments compared with KLF3 at the proximal promoters of genes, consistent with the data shown previously in Figure 5B, E and F. ΔDL shows ∼75% fewer promoter peaks, whereas DBD shows almost no promoter peaks at all (Figure 6B). 

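The merged lists held 1018 promoter peaks for ΔDL, 76.1% fewer than for KLF3, and 64 for DBD, 98.5% fewer. The replicate lists held 1268 and 5196 promoter peaks for ΔDL, a mean of 3232 ± 2777.5 (SD, n = 2), against 5363 and 7396 for KLF3, a mean of 6379.5 ± 1437.5 (SD, n = 2). ΔDL replicate 1, with the fewest tags, had 76.4% fewer promoter peaks than KLF3 replicate 1 and 82.9% fewer than KLF3 replicate 2. For ΔDL replicate 2 these values were 3.11% and 29.7%. The DBD lists held 146 and 227 promoter peaks, between 95.8% and 98.0% fewer in the 4 pairs of replicates. In an exact permutation test of these numbers, the two-sided p was 0.33 for ΔDL and for DBD, the smallest that 2 replicates against 2 allow. Among the 8105 highest peaks of each replicate list, promoter peaks made up 32.9% and 45.7% for KLF3, 6.97% and 22.6% for ΔDL, and 1.51% and 2.8% for DBD.

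**Figure D1:**
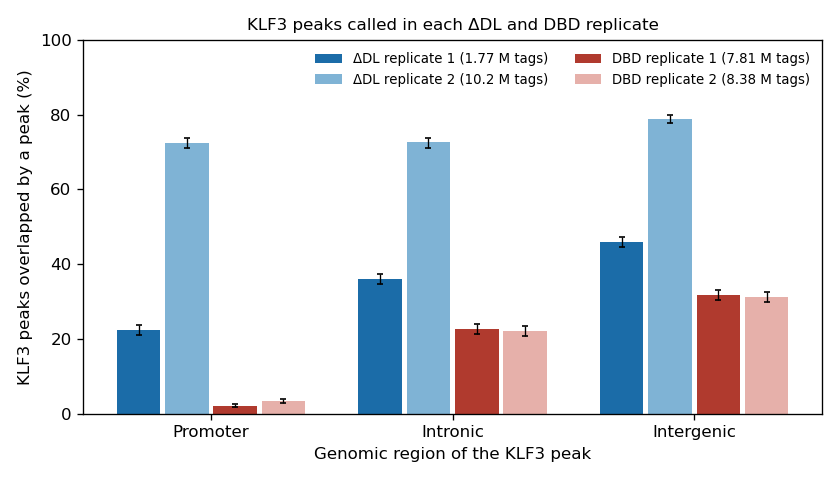
Percent of KLF3 peaks of the merged list (y axis) in promoters, introns and intergenic regions (x axis) that overlap a peak of each ΔDL and DBD replicate list, with 95% Wilson confidence intervals over peaks as error bars and the tags behind each list in the legend. At promoters the share is 22.3% for ΔDL replicate 1, 72.5% for ΔDL replicate 2, and 2.16% and 3.45% for the DBD replicates.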

In intronic and intergenic regions, ΔDL and KLF3 showed similar numbers of peaks, whereas DBD again showed fewer peaks overall.

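The merged lists held 4236 intronic peaks for ΔDL, 97.9% of the KLF3 number, and 1753 for DBD, 40.5%. They held 6604 intergenic peaks for ΔDL, more than for KLF3, and 2991 for DBD, 59.8% of the KLF3 number. In the replicate lists the mean number of intronic peaks was 8378 ± 1124.3 for KLF3, 8675.5 ± 3578.7 for ΔDL and 3136 ± 274 for DBD (SD, n = 2 each). The mean number of intergenic peaks was 9540.5 ± 2468.5, 12193.5 ± 4144.4 and 5038.5 ± 491, respectively (SD, n = 2 each). The differences between ΔDL and KLF3 in both regions were smaller than the SD of ΔDL.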

There was also a striking effect on peak height. It was possible to quantify the number of sequencing tags falling under each peak to compare peak heights in KLF3, ΔDL and DBD samples. Sequencing tags had already been normalized and were expressed as tags per 100 M reads to allow direct comparison between the three experiments. Reads were counted within a 400 bp region surrounding each peak center genome-wide for each of the peak lists generated for KLF3, ΔDL and DBD. A histogram of peak height across the three proteins is presented in Figure 6C. KLF3 exhibits the greatest peak heights—evidenced by the shift of frequency profile to the right. ΔDL shows fewer peaks at higher peak heights but has more peaks showing weak binding than KLF3. 

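At each construct's own peaks, the median height on the log2 scale was 7.91 for KLF3 (quartiles 7.36 and 8.52) and 7.64 for ΔDL (quartiles 7.21 and 8.15). Heights of at least 9 on the log2 scale were found at 1631 KLF3 peaks (11.6%) and 821 ΔDL peaks (6.7%), and heights under 8 at 7552 (53.5%) and 8422 (68.8%). Over all peaks of the table, the order was the opposite, with medians of 7.35 for KLF3 and 7.52 for ΔDL. After scaling to the same median over peaks called for all 3 constructs, the ΔDL median at its own peaks was 6.58. The median log2 scores of the replicate lists were 7.37 and 6.86 for KLF3 and 8.41 and 6.75 for ΔDL. The spread between the ΔDL lists was wider than the difference between the constructs, but it does not measure binding height alone. The lowest score a list can hold depends on its tags. Peaks of ΔDL replicate 1 had at least 4 tags worth 56.64 normalized tags each, and peaks of replicate 2 at least 7 worth 9.771 each.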

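The median height of DBD at its own peaks was 7.23 on the log2 scale (quartiles 6.97 and 7.52). Of these peaks, 14 had a height of at least 9 on the log2 scale and 4668 (94.2%) had one under 8. The median log2 scores of the DBD replicate lists were 7.00 and 6.90.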

DBD exhibits a strong loss of peak height with a large shift to the left. It is also clear that there are far fewer DBD peaks called.

It was then possible to look more closely at the differences in peak heights between KLF3, ΔDL and DBD. The mean peak height of KLF3 was compared with ΔDL and DBD at various genomic regions (Figure 6D). ΔDL shows a smaller mean peak height than KLF3 at the proximal promoter of KLF3-bound genes. 

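At the 4259 KLF3 promoter peaks in the table of all peaks, the mean height was 382 tags for KLF3 (standard error over peaks 3.34) and 244 for ΔDL (2.82), which is 64.0% of KLF3. Standard errors over peaks do not measure the spread between replicates, and no test of the constructs was made. The ΔDL height was 59.9% of KLF3 with medians, 65.5% over all promoter peaks of the table and 30.7% after scaling to the same median over peaks called for all 3 constructs. Each construct's own promoter peaks gave 113%, but these are different sites for each construct, and for ΔDL they include only sites high enough to be called in both ΔDL replicates.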

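At the same promoter peaks the mean height of DBD was 48.9 tags (standard error over peaks 0.507), which is 12.8% of KLF3. At each construct's own promoter peaks, which for DBD include only sites called in both DBD replicates, it was 50.3% of KLF3.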

DBD shows an even smaller mean peak height at promoters compared with KLF3, reinforcing observations from previous analyses (Figures 5B, E, F and 6B). At intronic and intergenic regions, KLF3 and ΔDL showed similar mean peak heights, whereas DBD exhibited much weaker occupancy. 

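At intronic KLF3 peaks the mean height was 267 tags for KLF3 (standard error over peaks 2.61), 240 for ΔDL (2.41) and 77.2 for DBD (1.05). At intergenic KLF3 peaks it was 251, 260 and 91.3 tags (2.41, 2.51 and 1.09). ΔDL was thus 90.1% of KLF3 at introns and 104% at intergenic peaks, and 43.2% and 49.7% after scaling to the same median over peaks called for all 3 constructs. From the effect of the mutations on binding in vivo, the paper argues that the N-terminal domains of KLF3 are of considerable importance in vivo.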

Despite the observed changes in binding *in vivo*, KLF3 and ΔDL both bind to DNA with similar affinity *in vitro* (Supplementary Figure S2). Furthermore, in contrast to its *in vivo* activity, DBD shows a stronger interaction with DNA than full length KLF3, such that progressive deletion of the N-terminal domain of KLF3 appears to result in increased DNA-binding *in vitro* (Supplementary Figures S2 and S12).

We also examined the KLF3, ΔDL and DBD peaks to see whether there were any differences in the KLF3 or KLF3 mutant consensus binding motifs (Supplementary Figure S13). Motifs were similar between KLF3 and ΔDL, although only 142/500 ΔDL peaks showed the presence of the motif compared with 448/500 for KLF3. 

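Among the top 500 ΔDL peaks by tag count, 340 held a match to the consensus (68.0%, interval 63.8 to 71.9%), and the flanking sequence held one in 23.4%. The ranking decides this number. When peaks were ranked by the mean of the replicate scores, which was tried after the first count had been seen, 140 held a match (28.0%), and the number for KLF3 was 426. Over all ΔDL peaks, 18.7% held a match and 11.8% of the flanks did.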

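Among the top 500 DBD peaks by tag count, 64 held a match to the consensus (12.8%, interval 10.2 to 16.0%), and 9.2% of the flanking sequences did. Over all DBD peaks the shares were 7.2% and 9.64%.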

The DBD motif was slightly different to the KLF3 and ΔDL motifs and a more limited number of peaks (52/500) showed the presence of this motif. The reduction in the number of motifs in the ΔDL and DBD peaks may suggest that the specificity of these proteins has been compromised to some extent by the mutations introduced. In other words, the mutations appear to be reducing the discrimination in binding, but overall we see the retention of a consistent CACCC-like consensus sequence across the three samples (Supplementary Figure S13), which is presumably dependent on direct contacts between the ZF domain and DNA.

## DISCUSSION

Here, we have reported the genome-wide occupancy of KLF3 and defined the consensus sequence for *in vivo* bound KLF3 in MEFs. ChIP-seq data have previously been published for two other KLF family members; KLF1 in erythroid cells (6,39) and KLF4 in embryonic stem cells (7). KLFs are, therefore, one of the few families where the *in vivo* binding specificity of different family members can be compared (albeit in different cell types). There is a high degree of similarity between the emerging consensus DNA motifs of KLF1, KLF3 and KLF4 (Figure 4A–C) consistent with the high conservation in their ZF DBDs. Thus, the ZF DBD clearly plays a significant role in restricting the binding of KLF proteins to CACCC-like binding sites.

On the other hand, the biological roles of these three factors differ considerably. KLF1 drives erythroid maturation, KLF4 regulates pluripotency in stem cells and controls cell cycle progression in other contexts, whereas KLF3 functions in erythroid and B-cell development and adipogenesis (10,32,40,41). Just as the biological functions of these factors are diverse, so are their occupancy profiles (6,7,39). The differences between the genome-wide occupancy reported for KLF1, KLF3 and KLF4 may arise from multiple factors, including the fact that the proteins have been studied in different cell types, with different areas of open chromatin and possibly different cofactors, but also from the finding that regions outside their DBD can contribute to *in vivo* specificity.

We used a deletion and a point mutation in the N-terminus to test the contribution of non-DNA-contact regions to *in vivo* specificity and found that the mutations had a profound effect on binding *in vivo*. In general, deletion of the entire N-terminus, leaving only the ZF domain, significantly reduced binding, and mutation of the CtBP-contact motif by the two amino acid substitution reduced binding to a lesser extent. However, the actual profiles were complex, with examples of some regions where the mutants bound as well as wild-type and some where they bound better, as well as the more wide scale reduction in binding at many locations. The ΔDL and DBD mutants retained the preference for typical CACCC-like motifs, consistent with the fact that they were still relying on an intact ZF DBD. This observation is consistent with a recent genome-scale analysis of mammalian TF binding, which demonstrated that the DBD largely determines the DNA-binding consensus sequence (42). However, we also found that the stringency of binding and peak heights were often reduced compared with the full length protein, which may be in part a consequence of a reduced affinity of *in vivo* binding. Nevertheless, the results argue strongly that these N-terminal domains, hitherto thought to be dispensable for DNA-binding *in vitro*, are of considerable importance *in vivo*.

One hypothesis to explain this observation and the related finding that different KLF family members with different N-terminal domains bind different genes is that these KLFs and the mutants might differ in their ability to contact cofactor proteins that somehow enhance binding or increase the specificity of binding. KLF3 and KLF4, for example, bind CtBP but KLF1 does not (40,43). The KLF3 ΔDL construct that cannot bind CtBP only differs from wild-type KLF3 by the mutation of two amino acids making the observed changes in occupancy remarkable. KLF3 and ΔDL both bind to DNA with similar affinity *in vitro* [Supplementary Figure S2 and (11)], suggesting that binding differences *in vivo* may be attributable to contextual factors such as the presence of CtBP. KLF1 recruits entirely different cofactors including CBP/p300 (44), and the difference in these cofactors may explain different specificities.

How CtBP contact may alter binding specificity *in vivo* is not currently clear but several direct and indirect effects may be at play. Most simply, one should note that CtBP is capable of self-associating and contacting >30 other vertebrate TFs (45). It may, therefore, act as a bridging molecule linking KLF3 to other DNA-bound TFs and enhancing targeting to specific loci already occupied by these factors (Figure 7A). In this way, the CtBP-binding motif may be important for directing KLF3 to specific sites and loss of the motif could result in loss of binding those sites. It may be particularly relevant that the CtBP-binding mutant appears to have particularly lost the ability to target promoter regions, regions where additional TFs may well be bound.

**Figure 7.**
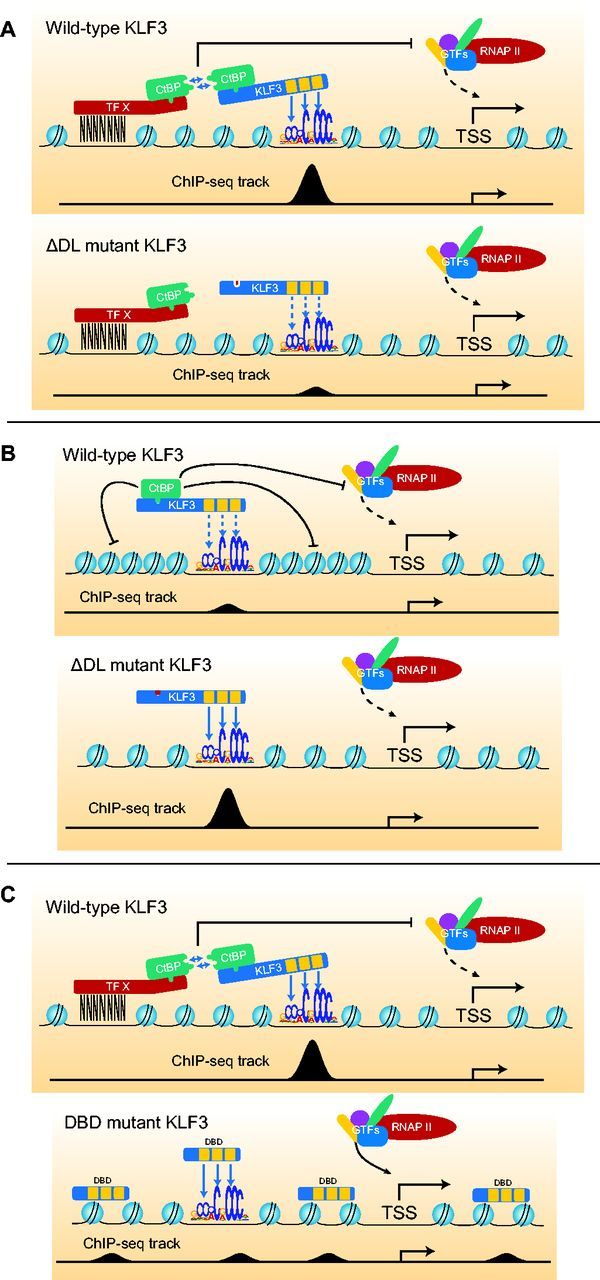
Simple models offer potential explanations for observed changes in occupancy. (**A**) CtBP is known to dimerize and can associate with >30 other mammalian TFs (45). It is possible that such interactions may stabilize wild-type KLF3 at certain genomic regions. (**B**) CtBP can modify chromatin domains via recruitment of a range of histone modifying enzymes. CtBP’s action at some regulatory elements may reduce occupancy by making chromatin less permissive. When KLF3 cannot properly recruit CtBP due to the ΔDL mutation, occupancy may increase as a result of chromatin being more open. (**C**) The DBD mutant shows higher DNA binding *in vitro* and also lacks the N-terminal domain that recruits CtBP. These two changes may lead to a decreased level of DNA-binding specificity with a concomitant increase in DNA-binding affinity potentially explaining the reduced occupancy observed genome-wide.

Indirect effects may account for the curious observation that the CtBP-contact point mutant actually bound better to certain loci. It is important to recall that KLF3 is a transcriptional repressor that appears to shut down chromatin domains by recruiting CtBP. However in *Klf3*^−^*^/^*^−^ cells rescued with the KLF3 CtBP-contact point mutant, these regions of chromatin would not be shut down and may remain open and accessible (Figure 7B). It is possible that the KLF3 mutant then has additional access to these loci, as they are more open rather than because the loss of CtBP contact facilitates KLF3’s ability to target specific loci. Figure 5C provides a good example of such a circumstance. Here, ΔDL has acquired a new binding specificity that occurs at a region where there is nucleosome aggregation in WT fibroblasts (DNase-seq track shows a low level of tags at this newly acquired peak) but which may be open in the ΔDL rescued cell line.

Finally, it is also likely that KLF3 genomic occupancy may be influenced by its participation in *cis*-regulatory modules, and to investigate this we examined KLF3 peaks for enrichment of other TFs binding motifs (Supplementary Figure S10). Our analysis of KLF3 promoter peaks revealed an association with binding sites for ETS family members (46) and CCAAT binding proteins (47), both of which are themselves known to be enriched at promoters. In addition, we also observed an enrichment of consensus sites for E2F proteins. Although a direct association between KLF3 and E2F has not been demonstrated, it is known that KLF1 regulates expression of both factors (6,48), suggesting potential for the regulation of shared target genes. At intronic and intergenic regions, we found similar binding sites in close proximity to KLF3 peaks, with notable enrichment of the AP1 consensus. Both KLF5 and KLF6 have previously been shown to interact with the AP1 protein c-Jun (49,50). Binding sites for RUNX proteins are also present in these regions and the interaction of RUNX and AP-1 is supportive of combinatorial binding to multicomponent *cis*-regulatory elements by these factors (51,52).

The occupancy of DBD is reduced many fold at most peaks, again particularly at gene promoters. It is difficult to interpret whether these data signify a loss of binding overall or a spreading of binding across more regions of the genome, giving lower peaks on average. We observe that DBD binds DNA more strongly *in vitro* (Supplementary Figure S2) and have also found that progressive deletion of the N-terminus of KLF3 increases in *vitro* DNA-binding affinity (Supplementary Figure S12). This increased affinity for DNA may lead to increased promiscuity by DBD and less specific binding *in vivo* (Figure 7C). If DBD’s binding affinity for DNA was increased, it may be redirected to what would usually be lower affinity sites, resulting in low occupancy of a greater number of genomic regions. This trend would result in a large reduction in peak height at KLF3 targets sites. Supporting this notion is the increased level of background in the RT-PCR negative controls in locations where KLF3 is not normally bound (Supplementary Figure S5A). Also of note is that the related protein KLF1 is known to have an autoinhibitory domain immediately N-terminal to the ZF region (53). This domain inhibits DNA-binding *in vitro* by interacting in *cis* with the DBD.

The observation that regions outside the ZF DBD of KLF3 are required for proper *in vivo* DNA binding is unexpected but fits with the converse observation that certain TFs retain functions even when their DBD is mutated. That is, these factors also appear to have regions outside their DBDs that contribute to localizing them to their target genes. For example, an SCL/TAL1 mutant with a non-functional DBD has been shown to partially rescue a knockout phenotype in hematopoietic cells (54). ChIP-seq revealed that the DBD mutant could still occupy ∼20% of the binding sites that were bound by the wild-type protein (3,55).

Similarly, studies on GATA-1 have recently revealed how cofactors can influence *in vivo* DNA-binding specificity. GATA-1 occupancy was shown to be dependent on its interaction with the cofactor friend of GATA-1 (FOG-1). A GATA-1 mutant carrying a non-functional binding domain for FOG-1 displayed a different occupancy profile than wild-type protein (2). In the absence of FOG-1, GATA-1 occupies mast cell specific genes and forced expression of FOG-1 can displace GATA-1 from these targets. Again, the precise mechanisms by which FOG-1 alters GATA-1 specificity are not yet clear.

Although we do not yet fully understand the mechanisms that determine the specificity of KLF3, it is clear that regions of the protein outside of the ZFs do influence targeting. In general, deletion of the entire N-terminus, significantly reduced binding and mutation of the CtBP-contact motif reduced binding to a lesser extent. However, the dependence on N-terminal domains for proper specificity is complex, with instances where the mutants showed similar binding to wild-type and other instances where binding was lost or gained. The finding that non-DBDs can affect KLF3 occupancy in such a manner has broader implications for understanding how TFs function *in vivo*. The ZF domain is the most common DBD in higher organisms, and a large number of proteins show a high level of conservation with KLFs, including SP factors, the GLI family, TFIIIA and others. Thus, it is likely that the specificity of other factors may also be dependent on non-DBDs. Finally, understanding how these additional domains operate may help advance the design of yet more effective and specific artificial DNA-binding proteins (56,57).

## ACCESSESSION NUMBERS

The ChIP-seq and microarray data from this article is available from the Gene Expression Omnibus (GEO) under accession numbers GSE44748 and GSE44744.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

National Health and Medical Research Council and the Australian Research Council. Australian Postgraduate Award Scholarships (to J.B., C.A. and M.K.). Funding for open access charge: The University of New South Wales.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Regions outside the DNA-binding domain are critical for proper in vivo specificity of an archetypal zinc finger transcription factor
**Source:** Nucleic Acids Res. 2013 Oct 6;42(1):276–89. doi: 10.1093/nar/gkt895
**Supplement:** Supplementary Data

Regions outside the DNA-binding domain are critical for proper in vivo specificity of an archetypal zinc finger transcription factor — Regions outside the DNA-binding domain are critical for proper in vivo specificity of an archetypal zinc finger transcription factor — Supplementary Data 

# Regions outside the DNA-binding domain are critical for proper *in vivo* specificity of an archetypal zinc finger transcription factor

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file
- Supplementary Data - xlsx file
- Supplementary Data - xlsx file

# Supplementary material for: Regions outside the DNA-binding domain are critical for proper in vivo specificity of an archetypal zinc finger transcription factor
**Source:** Nucleic Acids Res. 2013 Oct 6;42(1):276–89. doi: 10.1093/nar/gkt895
**Supplement:** Supplementary Data

## Supplementary Data

### Regions outside the DNA-binding domain are critical for proper *in vivo* specificity of an archetypal zinc finger transcription factor.

Jon Burdach, Alister P. W. Funnell, Ka Sin Mak, Crisbel M. Artuz, Beeke Wienert, Wooi F. Lim, Lit Yeen Tan, Richard C. M. Pearson, Merlin Crossley.

## Supplementary Figures

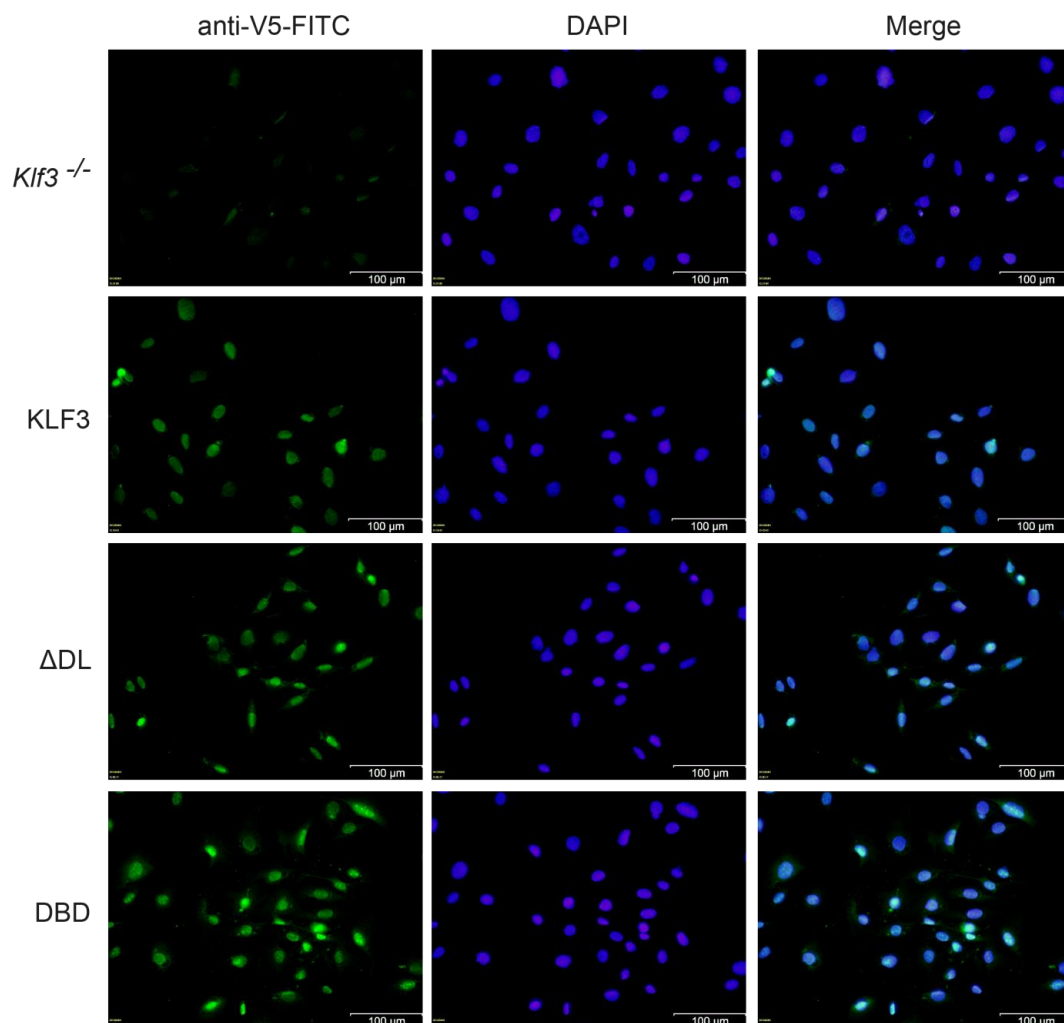

**Supplementary Figure 1. Immunofluorescence confocal micrograph showing subcellular localisation of KLF3 and KLF3 mutant proteins.** Anti-V5 FITC conjugated antibody is shown in green, while nuclear DAPI staining is blue.

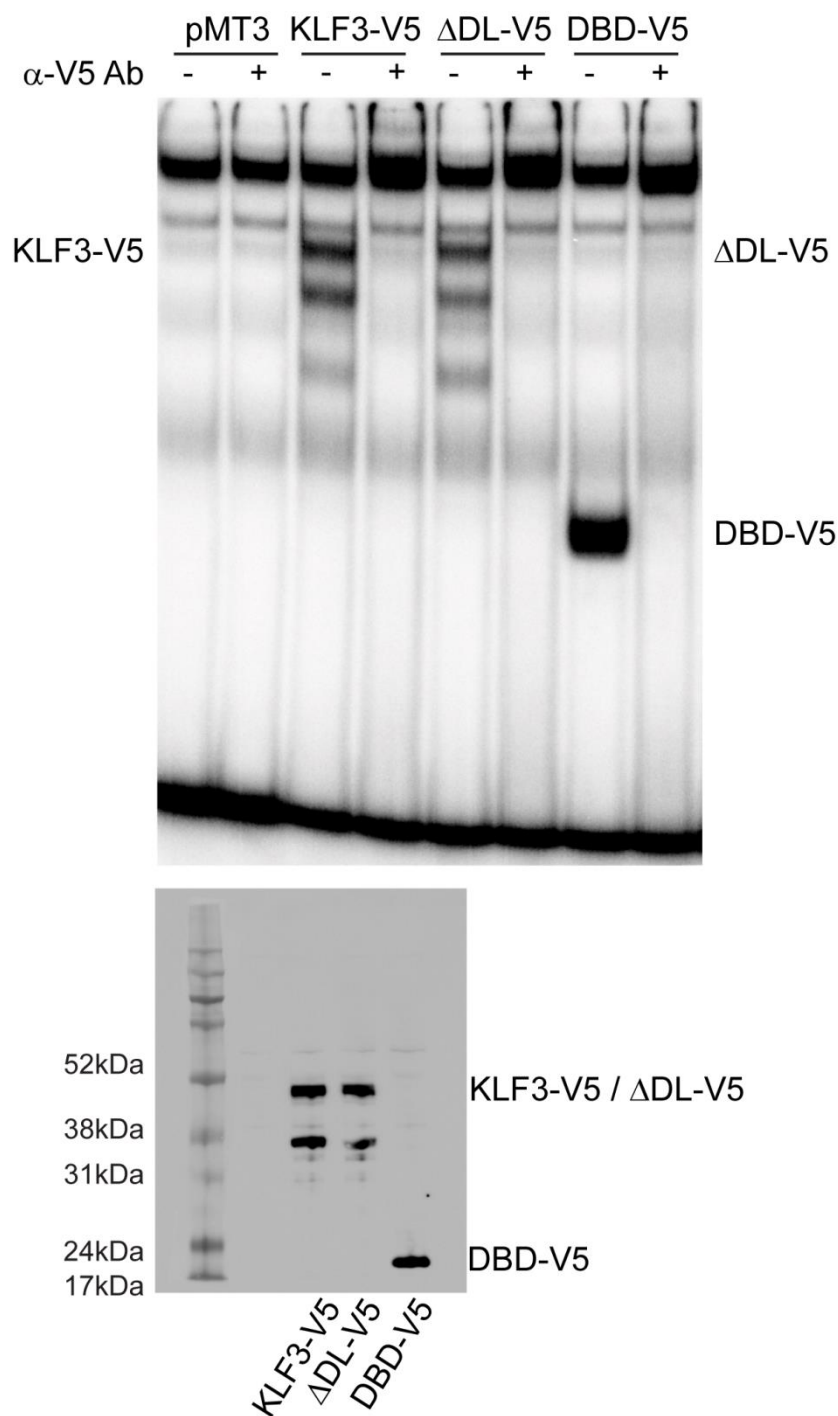

**Supplementary Figure 2. EMSA showing binding of KLF3-V5, ΔDL-V5 and DBD-V5 to DNA.** Constructs were expressed from pMT3 in 3T3-fibroblasts and binding of nuclear extracts to a *Klf8* CACCC-box probe assessed (1). KLF3-V5 and ΔDL-V5 show equivalent binding, while DBD-V5 binds more strongly (upper panel). Supershifts were performed with an anti-V5 antibody. Western blotting, also with an anti-V5 antibody, confirmed equal expression of all three constructs (lower panel). Probe sequences are given in Supplementary Table 2)

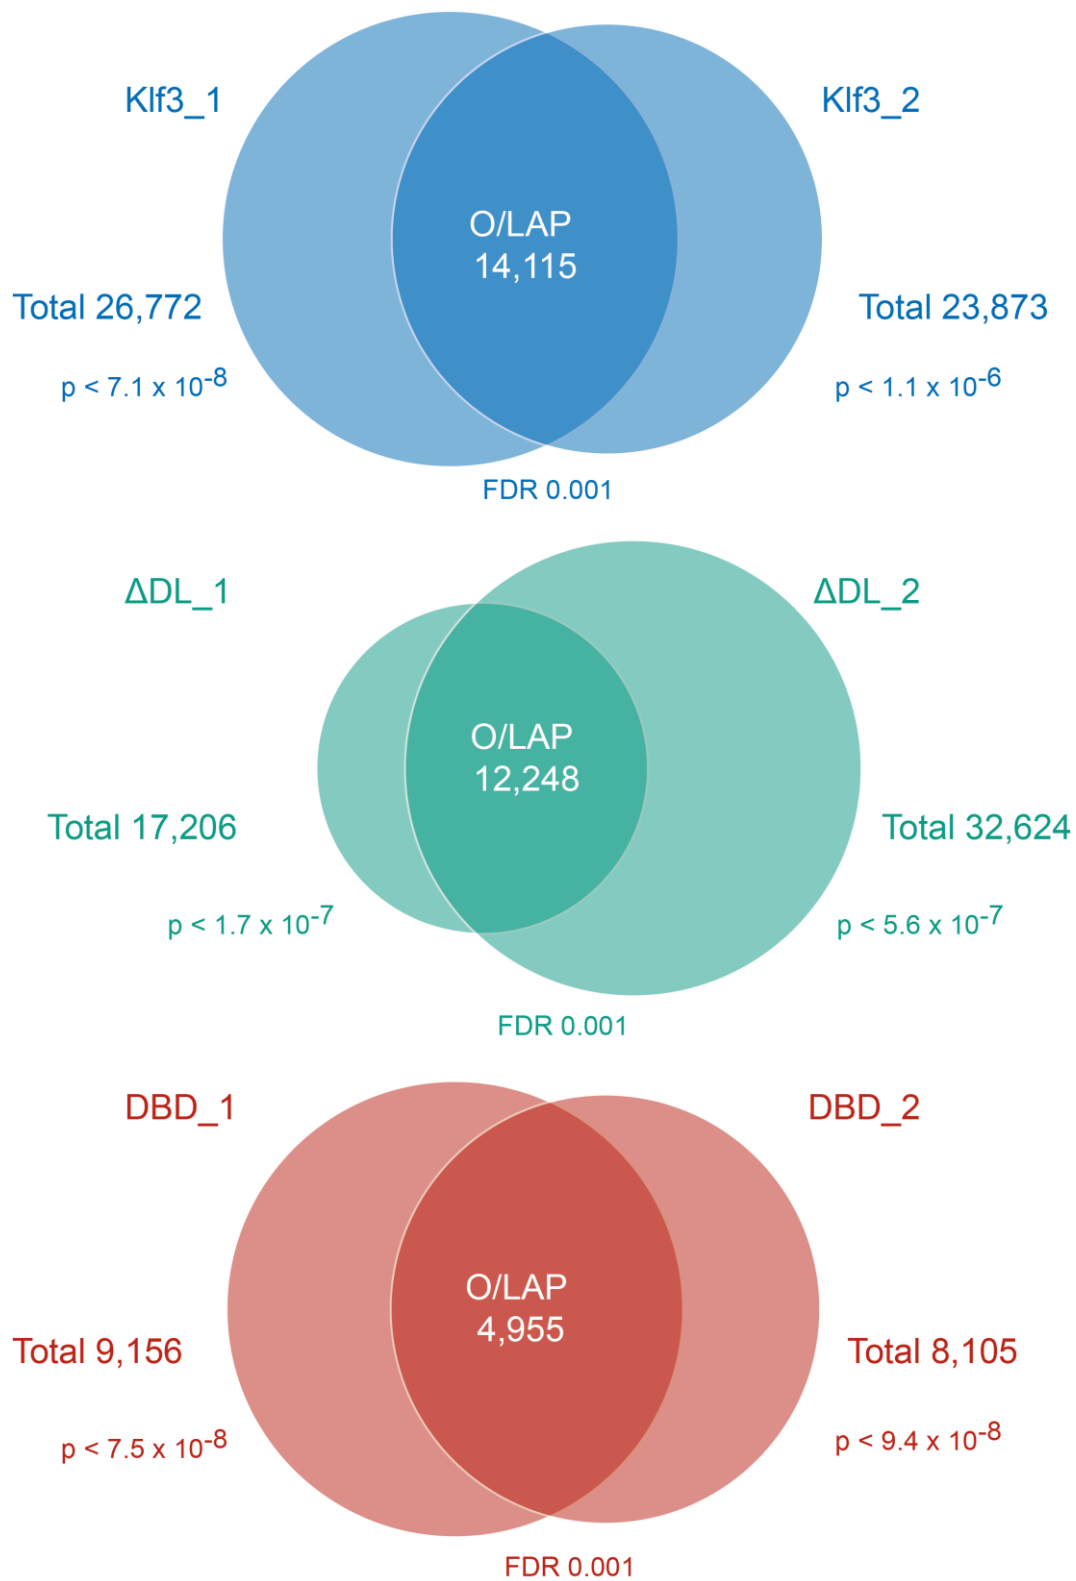

**Supplementary Figure 3. Overlap of peaks called for each KLF3 ChIP-seq replicate.** FDR cut-offs and p-values are given for each replicate. Venn diagrams are proportional.

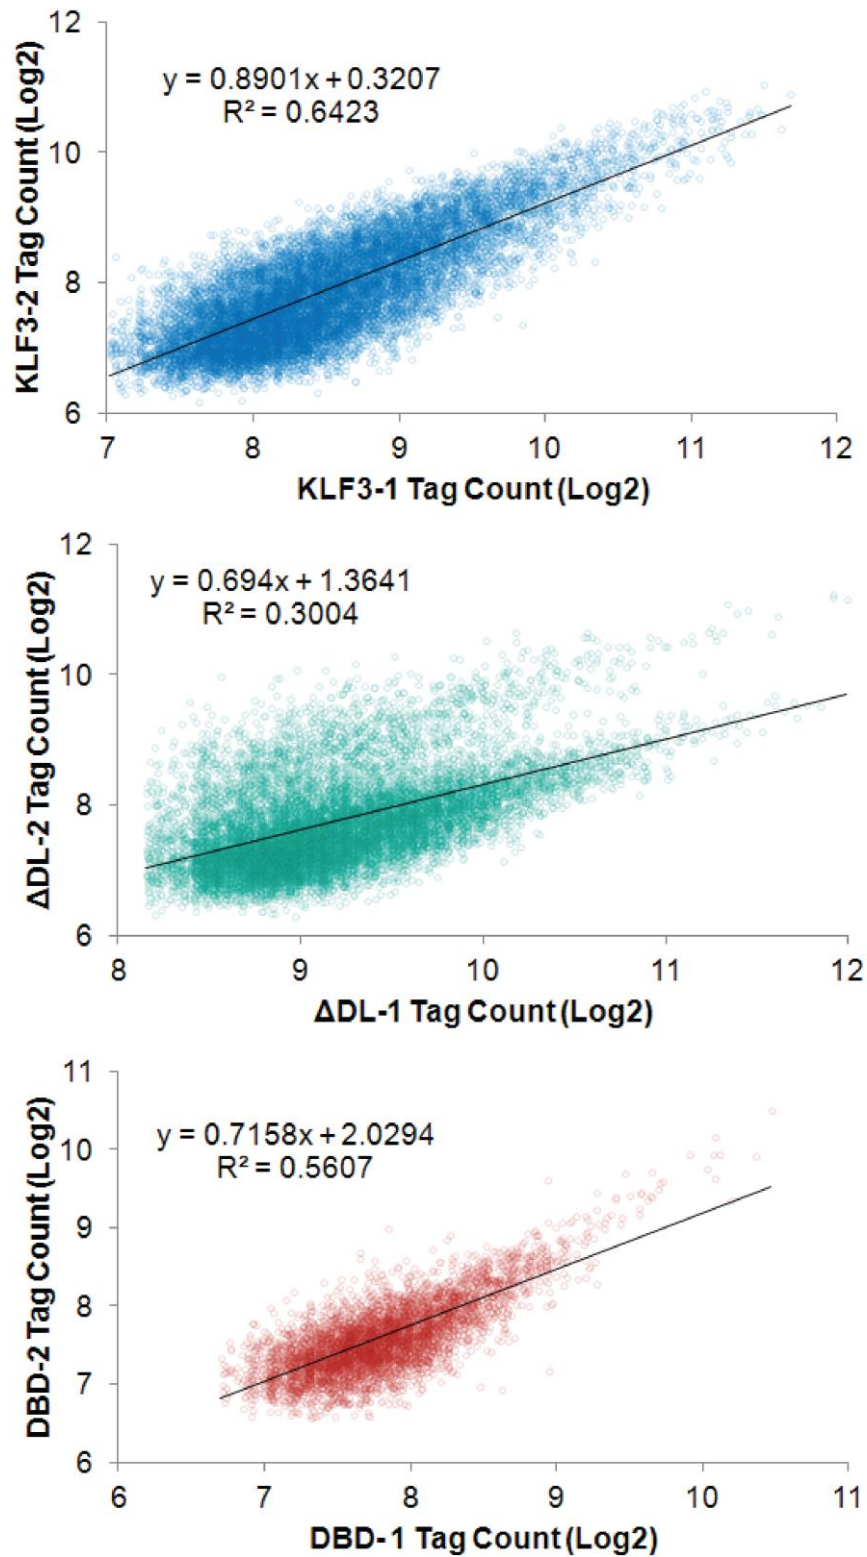

**Supplementary Figure 4. Correlation between replicates at overlapping peaks.** The overlapping peak regions between replicates were analysed to determine their correlation based on normalized tag counts within 400 bp of each peak centre.

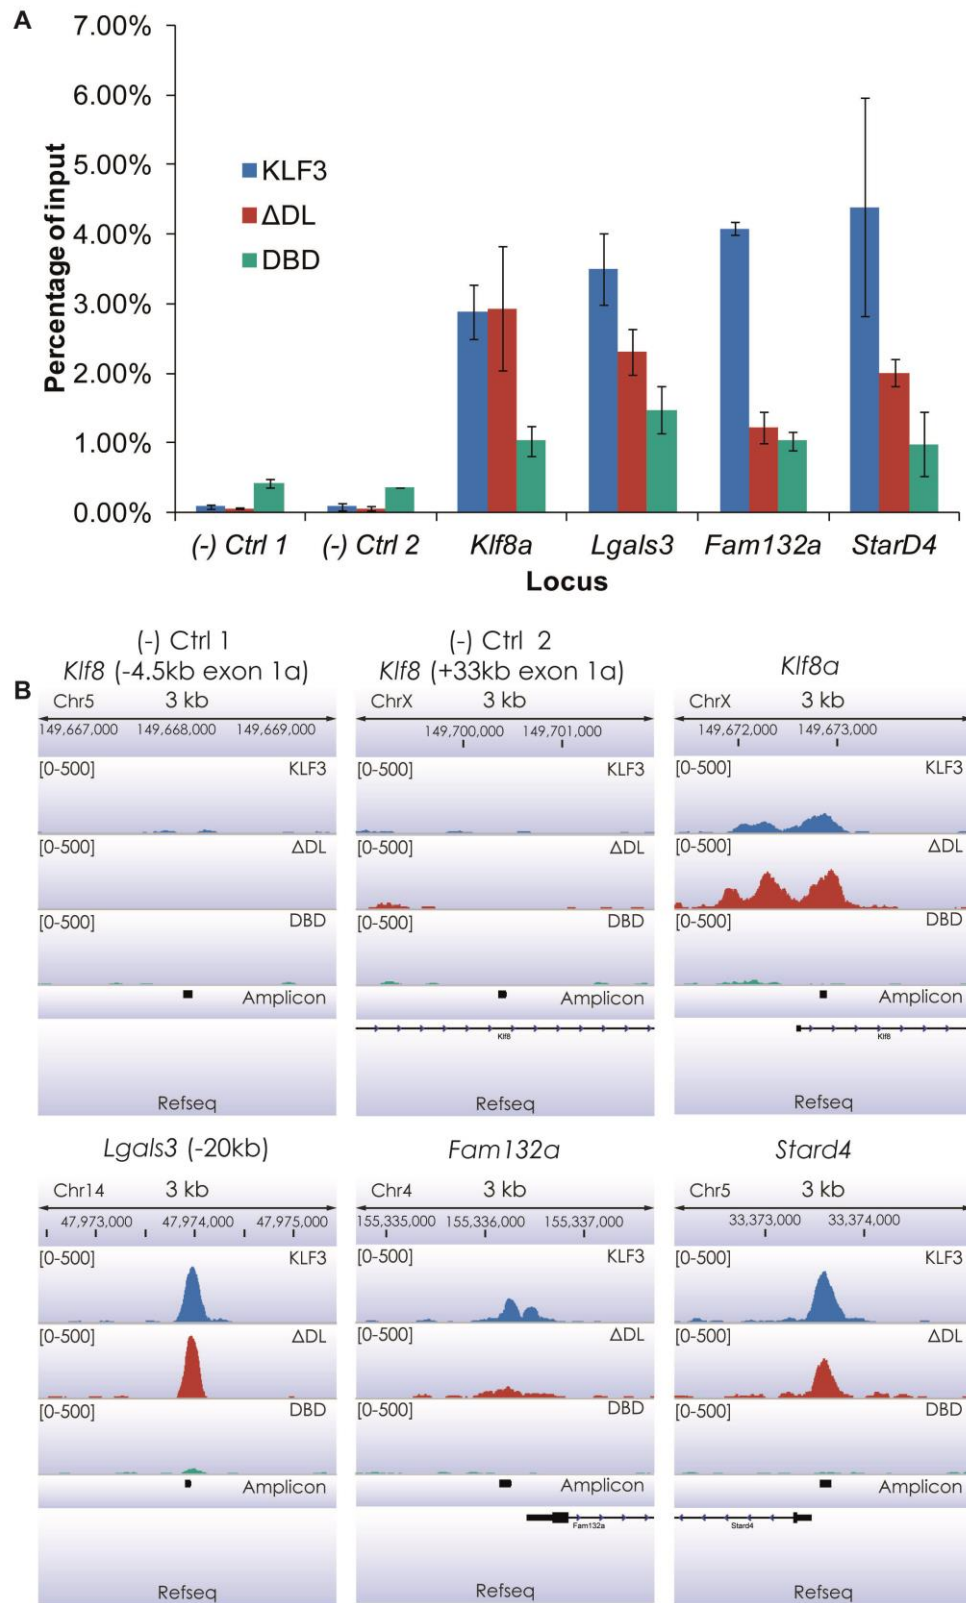

**Supplementary Figure 5. Verifying ChIP-seq peaks by ChIP-PCR.** (A) Selected peaks amplified by semi-quantitative real-time PCR. (B) ChIP-seq tracks of the control peaks amplified in A. The location of the qPCR amplicons is indicated by the black boxes.

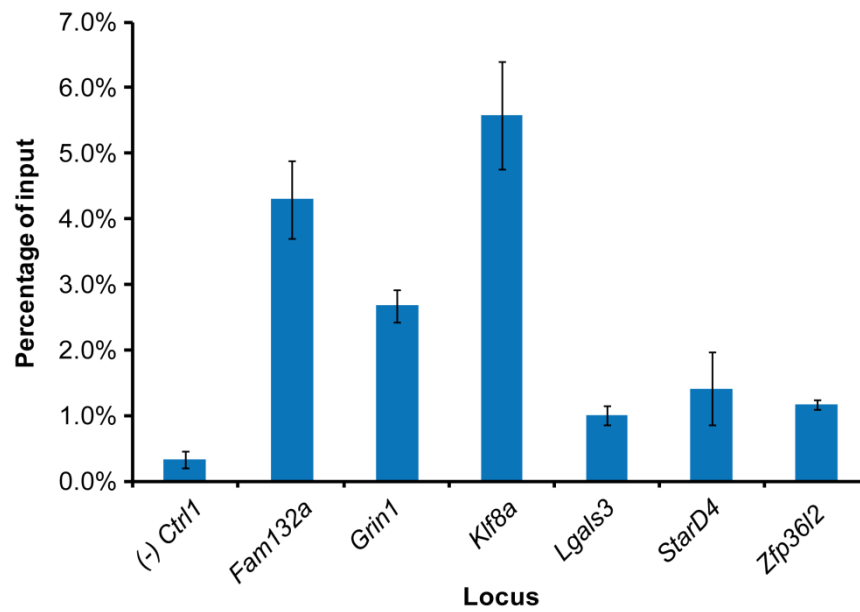

**Supplementary Figure 6. Verifying that endogenous KLF3 and KLF3-V5 occupy the same genomic loci.** Binding of endogenous KLF3 was examined in wildtype MEFs by ChIP. Shown are sites identified by ChIP-Seq as being bound by KLF3-V5. Data are the mean of three independent ChIP experiments; error bars represent standard error of the mean. Primer sequences for ChIP-PCR are given in Supplementary Table 3.

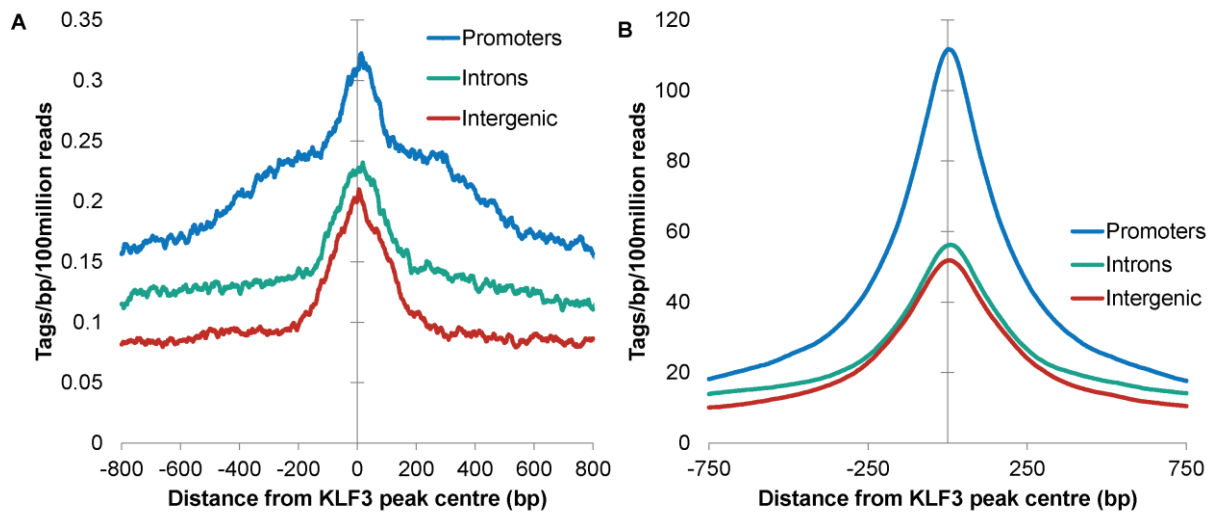

**Supplementary Figure 7. Conservation and nucleosome depletion around KLF3 binding sites.**

(A) Cumulative sequence conservation at single nucleotide resolution across all KLF3 peaks at promoters, intronic and intergenic regions. (B) Cumulative distribution of nucleosome depletion as measured by DNase-seq at single nucleotide resolution across all KLF3 peaks at promoters, intronic and intergenic regions. The DNase-seq dataset was produced by the Stamatoyannopoulos laboratory at the University of Washington from mouse lung fibroblasts and was released under the ENCODE consortium (2,3).

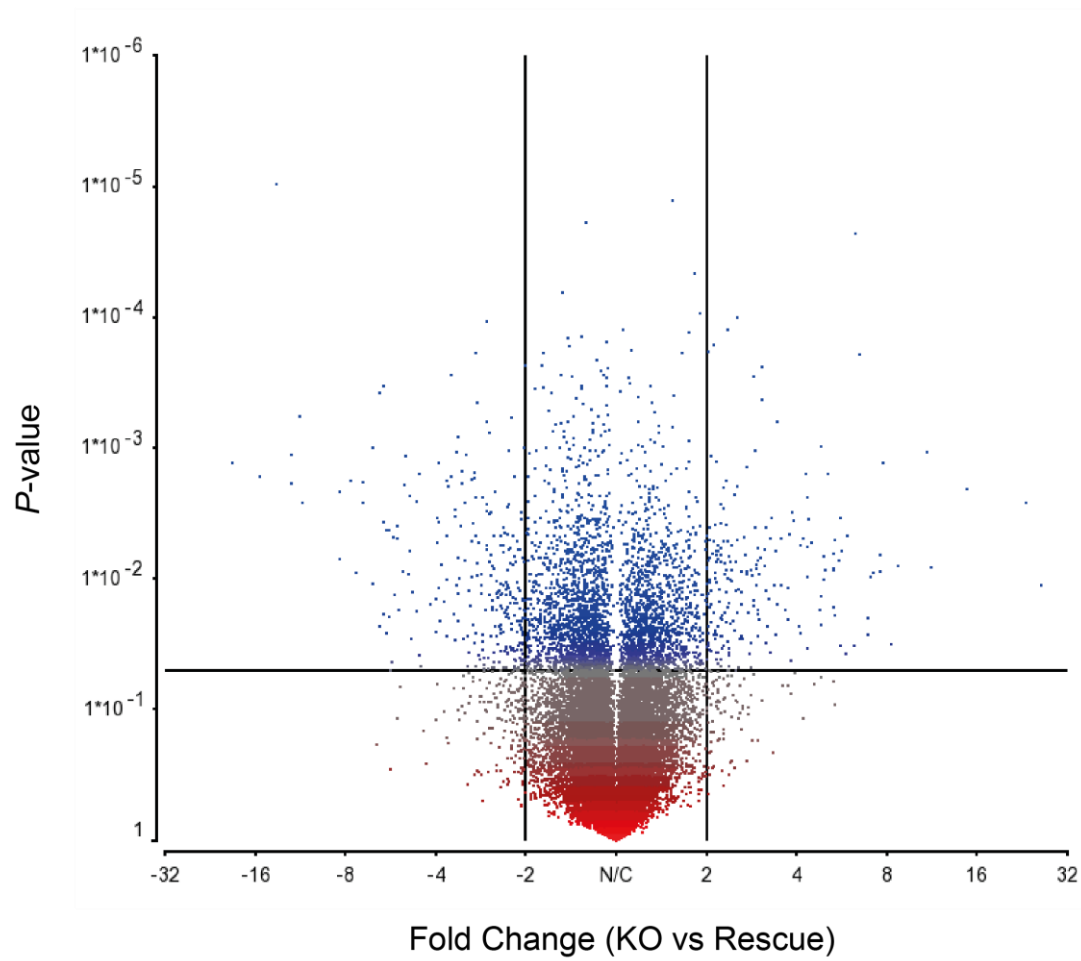

**Supplementary Figure 8. Volcano plot of changes in gene expression on KLF3 rescue as measured by expression microarray.** Affymetrix Mouse Gene ST microarrays were performed in duplicate on RNA extracted from *Klf3*<sup>-/-</sup> MEF cells and the same cell line rescued with *Klf3-V5*. Vertical lines indicate a greater than 2.0 fold difference between the two cell lines. The horizontal bar shows a *P*-value cut-off of 0.05.

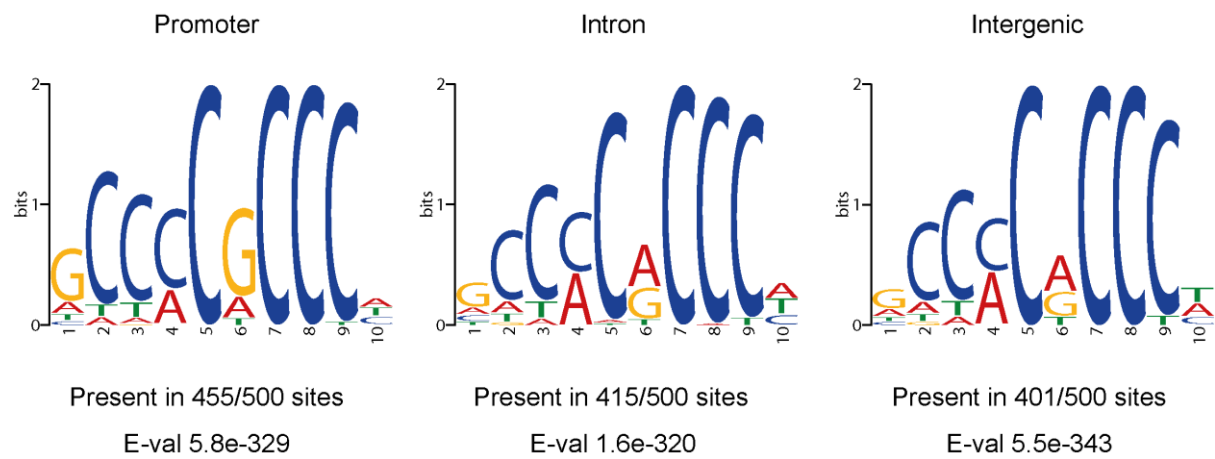

**Supplementary Figure 9.** *De novo* KLF3 motifs derived from KLF3 peaks in different genomic regions. Motif discovery was performed using MEME (4) on the 100 bp of the top 500 peaks in each region ranked by peak height. The frequencies of motifs are indicated below each position weight matrix.

| A Promoter                                                                          |                        |         |                       |                                 |  |
|-------------------------------------------------------------------------------------|------------------------|---------|-----------------------|---------------------------------|--|
| Motif                                                                               | Name                   | P-value | KLF3 peaks with motif | Background sequences with motif |  |
| 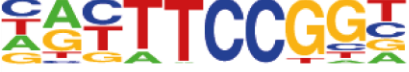   | ETS family             | 1e-323  | 30.05%                | 9.18%                           |  |
| 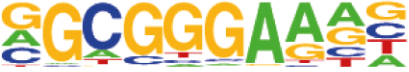   | E2F family             | 1e-40   | 20.71%                | 13.24%                          |  |
| 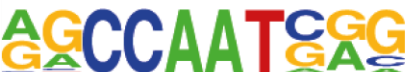   | CCAAT binding proteins | 1e-166  | 20.24%                | 7.16%                           |  |
|    | NRF1                   | 1e-83   | 12.08%                | 4.64%                           |  |
| B Intronic                                                                          |                        |         |                       |                                 |  |
| Motif                                                                               | Name                   | P-value | KLF3 peaks with motif | Background sequences with motif |  |
| 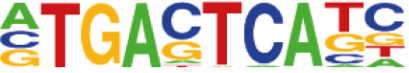 | AP-1                   | 1e-604  | 32.58%                | 6.14%                           |  |
| 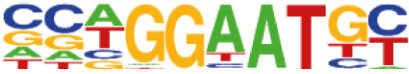 | TEF family             | 1e-98   | 17.44%                | 7.62%                           |  |
| 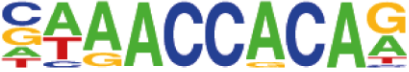 | RUNX family            | 1e-76   | 15.09%                | 6.90%                           |  |
| C Intergenic                                                                        |                        |         |                       |                                 |  |
| Motif                                                                               | Name                   | P-value | KLF3 peaks with motif | Background sequences with motif |  |
| 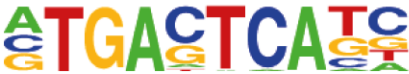 | AP-1                   | 1e-686  | 33.29%                | 6.57%                           |  |
| 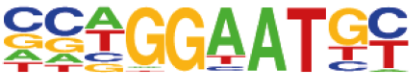 | TEF family             | 1e-83   | 16.76%                | 8.26%                           |  |
| 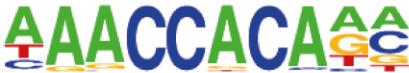 | RUNX family            | 1e-65   | 18.82%                | 10.64%                          |  |

**Supplementary Figure 10. Co-occurrence of known transcription factor motifs enriched in KLF3 promoter (A), intronic (B), or intergenic peaks (C).** The enrichment of known motifs at KLF3 peaks in various genomic regions was established using HOMER (5). Background sequences with equivalent di-nucleotide composition to the KLF3 peaks were also selected and the presence of the designated motifs in these background sequences is also given.

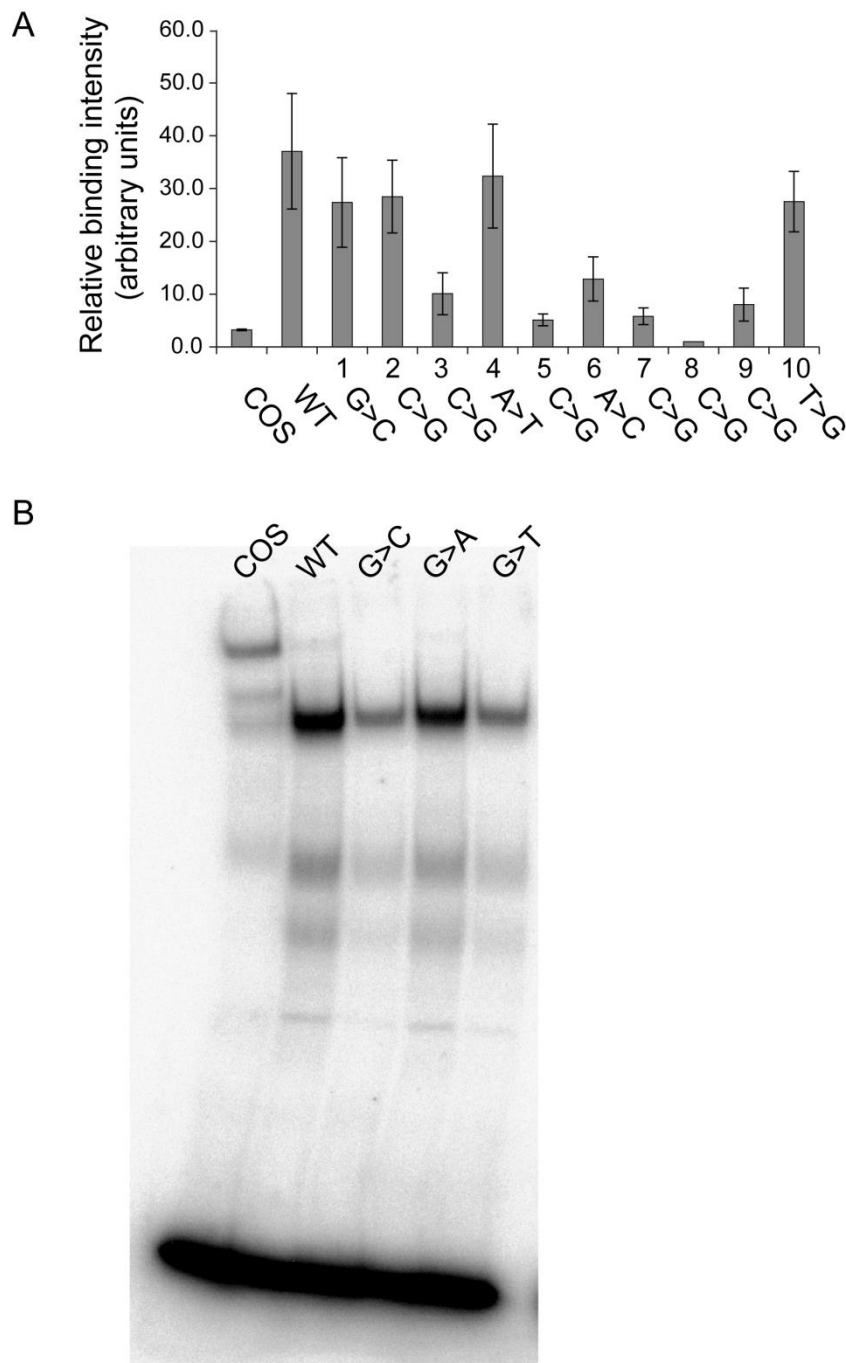

**Supplementary Figure 11. (A) Relative contribution of each residue in the KLF3 consensus sequence to DNA-binding affinity.** The relative binding intensity of KLF3 to probes containing point mutations in a sequence derived from the  *$\beta$ -globin* promoter (6) was examined by EMSA. The x-axis gives the position of each mutation and the base substitution. The numbering of the consensus maps to the binding motif in Figure 4A and a representative EMSA is shown in Figure 4F. Band intensities were determined using ImageJ v1.47 and are the average of two independent assays. Error bars show the standard error of the mean. **(B) Importance of position 1 of the KLF3 ChIP-Seq consensus for DNA-binding.** EMSA showing binding of KLF3 to a series of  *$\beta$ -globin* CACCC probes in which the G at position 1 was mutated to each of the three possible alternatives. COS cells were transfected with pMT3-KLF3. COS and WT lanes contain wildtype  *$\beta$ -globin* probe; COS lane contains nuclear extracts from cells transfected with empty pMT3 vector. Probe sequences are given in Supplementary Table 2.

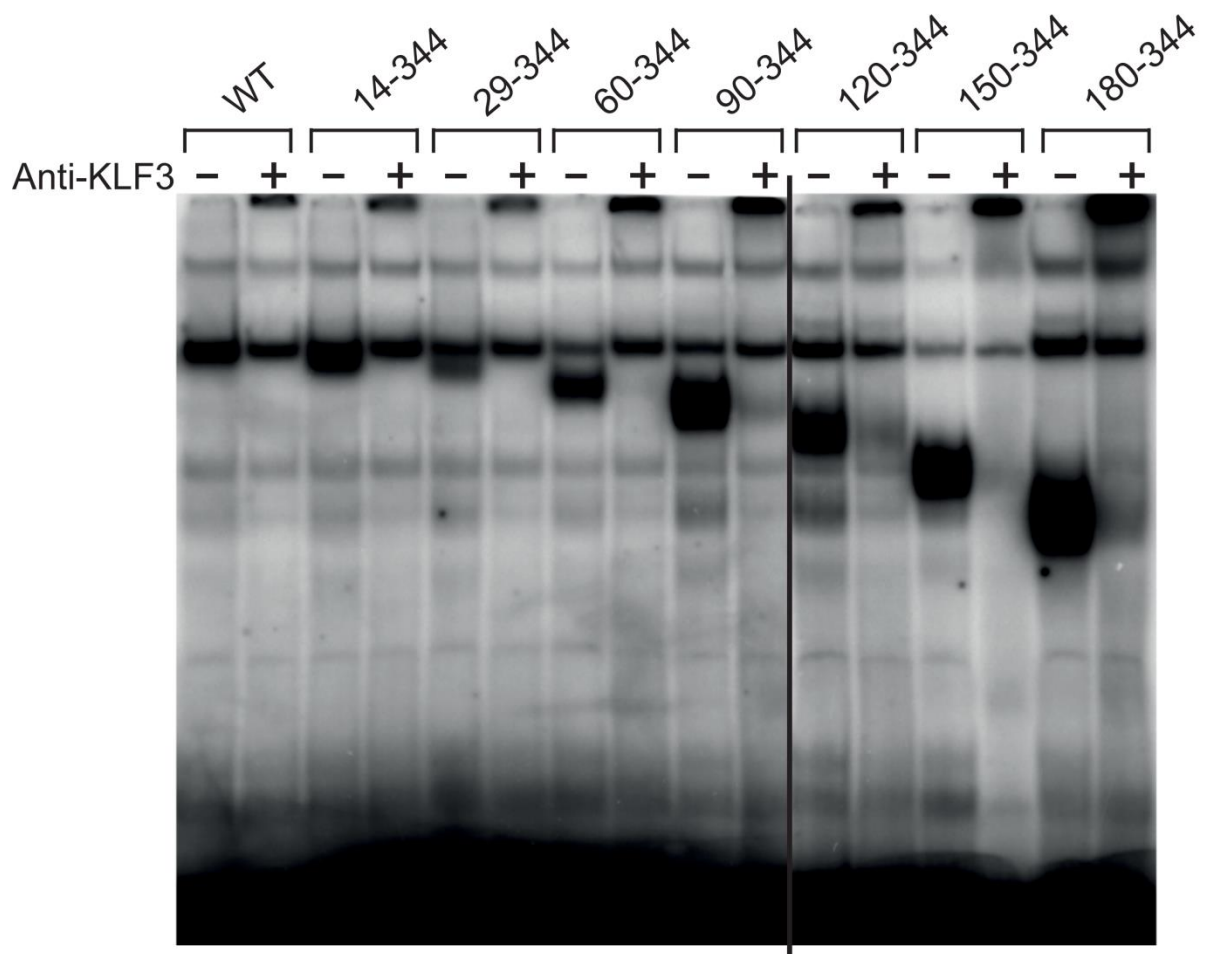

**Supplementary Figure 12. Electrophoretic mobility shift assay (EMSA) on progressive N-terminal deletions of KLF3.** Truncated mutants were expressed in COS cells and EMSAs were carried out as previously described using a probe from the  $\beta$ -globin locus (Supplementary Table 2) (6). A solid black line is included to indicate the splicing of two separate gels.

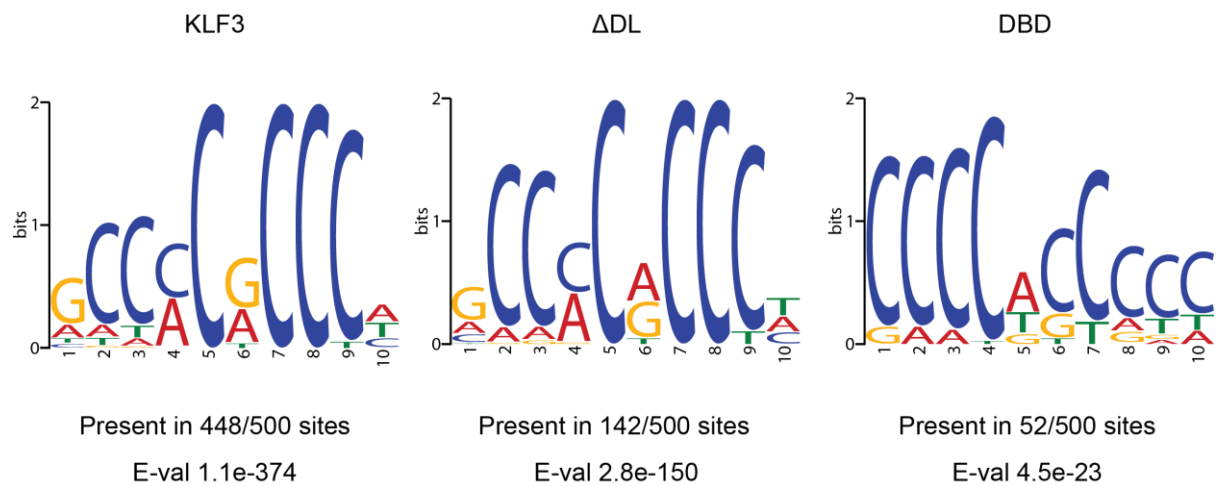

**Supplementary Figure 13. Motif differences between KLF3,  $\Delta$ DL and DBD peaks.** *De novo* motif discovery was performed on the central 100 bp of the top 500 peaks ranked by peak height using MEME (4). Note that the frequency at which the motif occurs in the top 500 peaks is given below each motif.

## Supplementary Tables

**Note: Supplementary Tables 5 and 6 are available as excel spreadsheets and can be downloaded separately.**

**Supplementary Table 1. Oligonucleotide sequences for real time RT-PCR**

| Description        | Primer sequence 5' → 3'    |
|--------------------|----------------------------|
| <i>18S rRNA</i> -F | CAC GGC CGG TAC AGT GAA AC |
| <i>18S rRNA</i> -R | AGA GGA GCG AGC GAC CAA    |
| <i>Klf3</i> -V5-F  | CTGGGATCAAACCTTTCCAG       |
| <i>Klf3</i> -V5-F  | CCAGCAGAGGGTTAGGGATA       |

**Supplementary Table 2. EMSA probe sequences.**

| Description                      | Oligo sequence 5' → 3' |
|----------------------------------|------------------------|
| <i>Klf8</i> sense                | GGGCCCCGCCCCACCCCCTCCT |
| <i>Klf8</i> anti-sense           | AGGAGGGGGGTGGGGCGGGCCC |
| <i>β-globin</i> sense            | TAGAGCCACACCCTGGTAAG   |
| <i>β-globin</i> anti-sense       | CTTACCAGGGTGTGGCTCTA   |
| <i>β-globin</i> 1G>C sense       | TAGACCCACACCCTGGTAAG   |
| <i>β-globin</i> 1G>C anti-sense  | CTTACCAGGGTGTGGGTCTA   |
| <i>β-globin</i> 1G>T sense       | TAGATCCACACCCTGGTAAG   |
| <i>β-globin</i> 1G>T anti-sense  | CTTACCAGGGTGTGGATCTA   |
| <i>β-globin</i> 1G>A sense       | TAGAACCACACCCTGGTAAG   |
| <i>β-globin</i> 1G>A anti-sense  | CTTACCAGGGTGTGGTTCTA   |
| <i>β-globin</i> 2A>G sense       | TAGAGGCACACCCTGGTAAG   |
| <i>β-globin</i> 2A>G anti-sense  | CTTACCAGGGTGTGCCTCTA   |
| <i>β-globin</i> 3C>G sense       | TAGAGCGACACCCTGGTAAG   |
| <i>β-globin</i> 3C>G anti-sense  | CTTACCAGGGTGTGCTCTA    |
| <i>β-globin</i> 4A>T sense       | TAGAGCCTCACCTGGTAAG    |
| <i>β-globin</i> 4A>T anti-sense  | CTTACCAGGGTGAGGCTCTA   |
| <i>β-globin</i> 5C>G sense       | TAGAGCCAGACCCTGGTAAG   |
| <i>β-globin</i> 5C> G anti-sense | CTTACCAGGGTCTGGCTCTA   |
| <i>β-globin</i> 6A>C sense       | TAGAGCCACCCCCTGGTAAG   |
| <i>β-globin</i> 6A>C anti-sense  | CTTACCAGGGGGTGGCTCTA   |
| <i>β-globin</i> 7C>G sense       | TAGAGCCACAGCCTGGTAAG   |
| <i>β-globin</i> 7C>G anti-sense  | CTTACCAGGCTGTGGCTCTA   |
| <i>β-globin</i> 8C>G sense       | TAGAGCCACACGCTGGTAAG   |
| <i>β-globin</i> 8C>G anti-sense  | CTTACCAGCGTGTGGCTCTA   |
| <i>β-globin</i> 9C>G sense       | TAGAGCCACACCGTGGTAAG   |
| <i>β-globin</i> 9C>G anti-sense  | CTTACCACGGTGTGGCTCTA   |
| <i>β-globin</i> 10T>G sense      | TAGAGCCACACCCGGGTAAG   |
| <i>β-globin</i> 10T>G anti-sense | CTTACCCGGGTGTGGCTCTA   |

**Supplementary Table 3. Primer sequences for ChIP**

| Locus (F/R)                                    | Primer sequence 5' → 3'     |
|------------------------------------------------|-----------------------------|
| <i>Klf8</i> -4.5kb exon 1a-F (Ctrl 1)          | GGTTTCTGAGACCTAACACTTCACACT |
| <i>Klf8</i> -4.5kb exon 1a-R                   | CCATTTAGTCATCCAGCGAACAA     |
| <i>Klf8</i> +33kb exon 1a-F (Ctrl 2)           | AACCTGGGTGCCTCCTTGTA        |
| <i>Klf8</i> +33kb exon 1a-R                    | TCATGCCTTTGACTTTAGTGCTTT    |
| <i>Klf8</i> +0.25kb exon 1a-F ( <i>Klf8a</i> ) | CCAGCTCGTGCACACTGAA         |
| <i>Klf8</i> +0.25kb exon 1a-R                  | GAAGCCTTAACATCAGGAGTGGAA    |
| <i>Lgals3</i> -(-20kb)-F                       | TGGA AAAACACCCGTCCTCTGA     |
| <i>Lgals3</i> -(-20kb)-R                       | CAGTGCCTACGCCAGATGACTC      |
| <i>Fam132a</i> -prom-F                         | GATTCGCTTCCCTGGAGGTGTGG     |
| <i>Fam132a</i> -prom-R                         | GCCCAGTCTCTGGTCTCCTCTCT     |
| <i>Stard4</i> -prom-F                          | TCCAGCCACAGCCAATCA          |
| <i>Stard4</i> -prom-R                          | TACTCCCGCTAACACCCCA         |
| <i>Grin1</i> -F                                | GCCCCAAAAGTACAGATCTTCT      |
| <i>Grin1</i> -R                                | TGTGGGCTGGAATTTGTGT         |
| <i>Zfp36l2</i> -F                              | GCATTGGCGCGTTTCTC           |
| <i>Zfp36l2</i> -R                              | GCGCTCAAGTCCTGTTTACTG       |

**Supplementary Table 4. Summary of ChIP-seq reads mapped.**

| INPUT     |              | IP        |              |
|-----------|--------------|-----------|--------------|
| Sample    | Mapped Reads | Sample    | Mapped Reads |
| Klf3_IN-1 | 70,287,321   | Klf3_IP-1 | 40,296,064   |
| Klf3_IN-2 | 90,772,480   | Klf3_IP-2 | 47,015,286   |
| ΔDL_IN-1  | 72,730,391   | ΔDL_IP-1  | 20,189,146   |
| ΔDL_IN-2  | 83,493,299   | ΔDL_IP-2  | 35,576,092   |
| DBD_IN-1  | 75,370,264   | DBD_IP-1  | 42,535,264   |
| DBD_IN-2  | 82,543,532   | DBD_IP-2  | 46,292,414   |
| Total     | 475,197,287  | Total     | 231,904,266  |

**Supplementary Table 5. Spreadsheet showing annotated KLF3, ΔDL and DBD peak locations and peak heights (see attached excel file).****Supplementary Table 6. Spreadsheet showing microarray data including intensities and significance testing by ANOVA. Spreadsheet showing genes dysregulated more than 2-fold on KLF3 rescue that also exhibit a promoter peak. (see attached excel file).**

## Supplementary References

1. Eaton, S.A., Funnell, A.P., Sue, N., Nicholas, H., Pearson, R.C. and Crossley, M. (2008) A network of Kruppel-like Factors (Klfs). Klf8 is repressed by Klf3 and activated by Klf1 in vivo. *J Biol Chem*, **283**, 26937-26947.
2. Encode Project Consortium. (2011) A user's guide to the encyclopedia of DNA elements (ENCODE). *PLoS biology*, **9**, e1001046.
3. Nepf, S., Stergachis, A.B., Reynolds, A., Sandstrom, R., Borenstein, E. and Stamatoyannopoulos, J.A. (2012) Circuitry and dynamics of human transcription factor regulatory networks. *Cell*, **150**, 1274-1286.
4. Bailey, T.L. and Elkan, C. (1994) Fitting a mixture model by expectation maximization to discover motifs in biopolymers. *Proceedings / ... International Conference on Intelligent Systems for Molecular Biology ; ISMB. International Conference on Intelligent Systems for Molecular Biology*, **2**, 28-36.
5. Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H. and Glass, C.K. (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell*, **38**, 576-589.
6. Crossley, M., Whitelaw, E., Perkins, A., Williams, G., Fujiwara, Y. and Orkin, S.H. (1996) Isolation and characterization of the cDNA encoding BKLF/TEF-2, a major CACCC-box-binding protein in erythroid cells and selected other cells. *Mol Cell Biol*, **16**, 1695-1705.

How the deposited data were processed for this re-analysis (not part of the article)

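Chromatin immunoprecipitation with an anti-V5 antibody was followed by sequencing in Klf3−/− MEFs rescued with V5-tagged KLF3, ΔDL or DBD, in 2 replicates per construct with a paired input each. The 6 peak lists of the replicates, the 3 merged lists and the table of all peaks were used. Each deposited record covers both replicates of a construct, and the lists name the replicate. The input libraries enter only through the authors' peak calling, and the expression arrays, the ChIP–PCR and the gel shift assays were not analysed here.

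The authors aligned 50 bp reads to mm9 with Bowtie2, called peaks on each replicate with HOMER and annotated them with RefSeq. The peak scores in the replicate lists are a signal that the authors counted as tags in the peak per 100 M tags. In the merged lists the deposited peak score is the mean of both replicate scores. The heights are log2 values of the tags in 400 bp, which the authors counted in both replicates combined and normalized to the same total. The G+C content of each peak is a fraction that the authors computed from the mm9 sequence. The conservation value is the mean PhastCons score of the peak region, as deposited by the authors. A focus ratio column in 6 of the lists was not used.

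Since the scores of a replicate are whole multiples of a single step, the number of tags behind each list was taken from that step; it was between 1.77 M and 18.1 M. The combined totals behind the heights were 23.3 M tags for KLF3, 11.8 M for ΔDL and 16.0 M for DBD. These totals set the smallest step in a height. At uniform coverage of the genome, 15.1 normalized tags fall in 400 bp.

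Peaks were shared or overlapping when they had at least 1 bp in common. Region shares follow the authors' annotation. Intervals on shares are 95% Wilson intervals over peaks; intervals on R² and on ratios of heights are 95% bootstrap intervals over peaks with 500 resamples. Peaks are not independent replicates, so such intervals do not measure the spread between replicates, which is given as the SD over replicate lists where a value can be had for each. The consensus NNNMCRCCCN read from Figure 4A was matched on both strands in 100 bp around the peak centre and in flanks from 400 to 500 bp away. Differences between promoter and other peaks were also computed within 20 bins of equal G+C content or KLF3 height, with standard errors from 1000 resamples. Equal values were put in a random order with a fixed seed when top peaks were taken. Genome shares of promoters and introns were computed from GENCODE protein-coding transcripts on mm9, not from the RefSeq annotation that the authors used. The median change of the activated genes' promoter peaks was placed among 10000 random lists of promoter peaks of the same size. No such placement was made for the repressed genes, whose list repeats some genes.

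Promoter peak numbers of the replicate lists were compared with a two-sided exact permutation test. No count model was fitted, since the lists hold called peaks and combined heights, not counts of each replicate at every site. The peaks named in the text are those at genes that the paper names for its ChIP-seq results, the 3 highest KLF3 peaks, and the 3 peaks with the largest rise in each mutant among those with a height of at least 8 on the log2 scale in that mutant. The comparisons, their tests, this rule and 156 of the 173 alternative values were set before the data were examined. The other 17, from the upper 50% of each list by score and the ranking by peak score for the consensus, were chosen after seeing the data. So were the sequences of other factors, the conservation and genome shares, the shares of KLF3 peaks found in each mutant list, the heights by overlap group, the comparison of replicate pairs, the promoter shares and G+C content of equal numbers of top peaks, and the limits against which the tests of explanations were read. The requirement that both KLF3 replicates hold most of the sites listed for ΔDL and DBD alone, before an absence of KLF3 signal is ruled out, replaced one on either replicate after the shares were known. A planned stricter enrichment over input was not run, since the lists used hold no enrichment over input.

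On simulated data with known answers, the code returned the overlap and motif counts exactly and the matched differences to within the set limit. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0 were used.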

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

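The tests of the tag number in ΔDL replicate 1, of a lower yield of ΔDL peaks and of G+C content between libraries were chosen after the results they measure, or the promoter shares of the whole lists, had been seen; the others here were chosen after the files had been opened but before their results were seen.

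ΔDL replicate 2 called 4174 promoter peaks that overlap no peak of ΔDL replicate 1, a signal in peaks that the paper did not take forward. If these were sites without KLF3 binding, few would overlap a KLF3 peak, but 53.7% overlapped a KLF3 peak called in both KLF3 replicates (interval 52.2 to 55.2%), compared with 24.1% of the intronic and 20.6% of the intergenic peaks of that replicate alone. This argues against such sites as the source of most of them.

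For the smaller number of promoter peaks in the merged ΔDL list, the small number of tags in ΔDL replicate 1 is a candidate explanation: ΔDL replicate 2 alone held 96.9% of the number of promoter peaks of KLF3 replicate 1, with more tags, 10.2 M against 5.46 M. Against KLF3 replicate 2, which had 18.1 M tags, it held 29.7% fewer. The lengths of the lists followed their tags for ΔDL, with 17206 and 32624 peaks in replicates 1 and 2. They did not for KLF3, with 26772 and 23872, or for DBD, with 9156 and 8105. Promoter peaks were more numerous in the replicate with more tags for every construct. Replicates 1 and 2 held 5363 and 7396 for KLF3, 1268 and 5196 for ΔDL, and 146 and 227 for DBD. The replicate with more tags was replicate 2 for every construct, so tag number and replicate number cannot be told apart. For DBD the tags differed little, 7.81 M and 8.38 M. No equal numbers of tags were drawn, so the tag number stays open. A lower yield of peaks with an unchanged distribution of the strongest ones also stays open. With equal numbers of top peaks, the highest ΔDL promoter share was 10.3 percentage points below the lowest KLF3 share, with 6.97% and 22.6% for ΔDL and 32.9% and 45.7% for KLF3. This gap is smaller than the difference between the replicates of either construct. ΔDL replicate 2 overlapped 72.5% of promoter, 72.6% of intronic and 78.9% of intergenic KLF3 peaks, and replicate 1 overlapped 22.3%, 36.1% and 45.9%.

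A difference in G+C content between libraries may contribute to the spread between replicates. Among equal numbers of top peaks, the intergenic peaks of the replicate with the higher promoter share had the higher median G+C content in both KLF3 and ΔDL, by at least 5.12 percentage points. The medians were 44.7% and 51.7% for KLF3 and 35.3% and 40.5% for ΔDL. For DBD the order was the opposite of its promoter shares, with 34.4% and 33.9%. Since both replicates of a construct have the same condition, no biological explanation was tested for a difference between them. An effect of the ΔDL mutation on promoter binding stays open beside the tag number, a lower yield of peaks and the G+C content.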

How the results depend on the processing

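The upper 50% of each list by score and the ranking by peak score were chosen after seeing the data, and the other alternatives before; no test of an explanation is used in this part. For 48 results, 173 alternative values were computed: 57 stayed within the spread of the value or, for counts, near the count, 115 moved beyond it and 1 turned its direction. The cause was not tested for any of the changes below unless it is stated. No paired analysis was run, since neither the paper nor the sample labels state whether IPs of the same replicate number were processed together. Such pairing stays open. Among equal numbers of top peaks, the promoter share was higher in replicate 2 than in replicate 1 for every construct. Between replicates of the same number, ΔDL had 76.4% and 29.7% fewer promoter peaks than KLF3 in replicates 1 and 2. DBD had 97.3% and 96.9% fewer. The stricter alternative of at least 10-fold enrichment over input in each replicate, set for 5 of the kinds of result, was not run, since the lists used hold no such column.

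Leaving out ΔDL replicate 1 turned the direction of the number of ΔDL promoter peaks, for which the percent fewer than in the merged KLF3 list became −21.9, since the whole list of replicate 2 is then set against peaks called in both KLF3 replicates. Across the alternatives that each left out one replicate, the value ranged from −21.9 to 86.2% for ΔDL and from 94.7 to 99.1% for DBD, whose loss kept its direction in every alternative run. The number of shared peaks, which becomes the whole list of the other replicate, ranged from 23872 to 26772 for KLF3, 17206 to 32624 for ΔDL and 8105 to 9156 for DBD. The share of KLF3 peaks ranged from 20.0 to 31.0% in promoters, 31.8 to 34.3% in introns and 32.7 to 42.2% in intergenic regions, and the median distance to the TSS from −87 to −77 bp. The share of KLF3 peaks overlapping ΔDL ranged from 22.2 to 74.5%, of ΔDL peaks overlapping KLF3 from 28.8 to 66.2%, of DBD peaks overlapping KLF3 from 30.2 to 83.2% and of DBD peaks overlapping ΔDL from 66.6 to 95.1%. The highest share of KLF3 peaks overlapping ΔDL was reached without ΔDL replicate 1. The median log2 score ranged from 6.86 to 7.37 for KLF3, 6.75 to 8.41 for ΔDL and 6.90 to 7.00 for DBD.

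With the same number of top peaks from every list, 5055 peaks were shared for KLF3 and 3825 for ΔDL. For the overlaps and promoter peaks, the merged lists were ranked by the mean of the replicate scores. In that mean a tag counts 56.64 in ΔDL replicate 1 and 9.771 in ΔDL replicate 2. The overlaps were then 27.6% of KLF3 peaks with ΔDL, 27.5% of ΔDL peaks with KLF3, 8.01% of DBD peaks with KLF3 and 62.3% of DBD peaks with ΔDL. ΔDL had 76.5% and DBD 97.0% fewer promoter peaks than KLF3. With the upper 50% of each list, 7686, 5921 and 2745 peaks were shared for KLF3, ΔDL and DBD. KLF3 had 39.0% of its peaks in promoters and 27.5% in introns. The same overlaps were 21.2%, 27.5%, 22.0% and 88.6%, and ΔDL had 83.3% and DBD 98.8% fewer promoter peaks. The percent of promoter peaks fewer for ΔDL stayed within the spread between replicates under both alternatives. That spread comes from losses of 76.4% and 29.7% in replicates 1 and 2 and is wide, so staying within it says little about robustness.

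The R² between replicates was 0.689 for KLF3 and 0.676 for DBD on linear tag counts. As squared rank correlations the values were 0.463, 0.247 and 0.396 for KLF3, ΔDL and DBD. With an overlap of at least 50% of both peaks R² was 0.587 for KLF3 and 0.315 for ΔDL. With 50 bp bins the middle of the highest bin of distances to the TSS was −75 bp.

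The median log2 height over all peaks of the table was 7.35 for KLF3 and 6.19 for DBD. It was 6.81 for DBD and 6.58 for ΔDL at their own peaks after scaling to the same median over peaks called for all 3 constructs. A consensus match was found in 8.83% of the peaks used for scaling and 10.0% of their flanks. Whether they are a neutral reference was not tested. As a percent of KLF3, the ΔDL heights at promoter, intronic and intergenic peaks were 59.9%, 97.3% and 116% with medians, 65.5%, 110% and 128.05% over all peaks of the table, 113%, 88.2% and 91.6% at each construct's own peaks and 30.7%, 43.2% and 49.7% with the scaling. Own peaks are different sites for each construct, selected for height in that construct. For DBD they were 24% and 31% with medians at intronic and intergenic peaks, and in all 3 regions 13.2%, 45.5% and 57.9% over all peaks, 50.3%, 60.9% and 64.3% at own peaks and 9.58%, 21.6% and 27.2% with the scaling.

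With a 4-fold change, ΔDL was lower at 554 peaks and higher at 125, and DBD was higher at 4. With the scaling ΔDL was lower at 9515 and higher at 88, and DBD was higher at 95. At KLF3 peaks alone ΔDL was higher at 1549 and DBD at 26. Of 72 log2 differences from KLF3 at named peaks, the scaling turned 11 from positive to negative, by its own construction: −0.66 for ΔDL at Grin1 (start 25148364), −0.30 for DBD at Grin1 (start 25148364), −0.15 for ΔDL at Lmna (start 88292874), −0.73 for ΔDL at Lmna (start 88297461), −0.13 for ΔDL at Klf8 (start 149672700), −1.03 for ΔDL at Lgals3 (start 47973772), −0.91 for ΔDL at Lgals3 (start 47994101), −0.53 for ΔDL at Pqlc3 (start 17007075), −1.02 for ΔDL at Ppp1r10 (start 36053697), −0.10 for ΔDL at Sh3glb1 (start 144357636) and −0.38 for ΔDL at Acacb (start 114622930).

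In the order KLF3, ΔDL, DBD and KLF3 promoter, intronic and intergenic peaks, the share with a consensus match was 68.4%, 51.4%, 7%, 75.2%, 56.2% and 51.8% with the stricter consensus, 96.2%, 85%, 20.4%, 97.8%, 90.8% and 86.4% in 200 bp around the centre and 57%, 18.7%, 7.2%, 83.8%, 49.7% and 39.3% over all peaks. Ranked by peak score, 28% of the top ΔDL peaks held a match. With matches counted in 100 bp, the ratios of height to peaks without a match were 1.49 for 1 match and 1.88 for 3. Among random lists not matched on KLF3 height, the percentile of the activated genes was 1.22 for ΔDL and 10.8 for DBD.

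ΔDL replicate 1 has the fewest tags, and its peaks were called from as few as 4. A limit from this depth on the number of merged ΔDL peaks, their promoter peaks and their overlaps was not tested by drawing equal numbers of tags. The length of the replicate lists followed their tags for ΔDL but not for KLF3 or DBD. Promoter peak numbers were higher in the replicate with more tags for every construct. That replicate was always replicate 2, so tag number and replicate number cannot be told apart.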

Differences from the paper's values

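No test of an explanation is used in this part, and the ranking by peak score was the only alternative here chosen after seeing the values.

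The R² between replicates, computed here from the log2 scores of the replicate lists, was 0.570 for KLF3, 0.291 for ΔDL and 0.545 for DBD. The paper's values, of tag counts around the peak centres, are about 0.64 for KLF3, about 0.30 for ΔDL and about 0.56 for DBD in Supplementary Figure S4, read by eye. The main values for ΔDL and DBD were more than 1 bootstrap standard error over peaks from the paper's, but their 95% bootstrap intervals, 0.276 to 0.306 and 0.517 to 0.572, hold the paper's values as read; the interval for KLF3 does not. Among the alternatives set before the data were examined, linear tag counts gave 0.295 for ΔDL and an overlap of at least 50% of both peaks gave 0.547 for DBD, both within 1 such standard error. No other alternative was within it for these constructs, and none was for KLF3.

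Among the top 500 ΔDL peaks, 340 held a match to the consensus, against the paper's 142. None of the alternatives set before the data were examined closed the gap: the stricter consensus gave 257, a 200 bp window 425, and all peaks, expressed per 500, 93.5. Ranking the peaks by score, an alternative chosen after seeing the values, gave 140 for ΔDL, and 426 for KLF3 and 52 for DBD, against the paper's 448 and 52.

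The AP-1 sequence was present in 4.2% of the flanks of intergenic KLF3 peaks, against the paper's background of 6.57%. The paper's background is defined in another way, and no alternative was set for it.

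The tags used were 5460000 and 18100000 for KLF3, 1770000 and 10200000 for ΔDL, 7810000 and 8380000 for DBD replicates 1 and 2, against the paper's mapped reads of 40296064 and 47015286 for KLF3, 20189146 and 35576092 for ΔDL, 42535264 and 46292414 for DBD. These are different quantities, and no alternative was set for them.

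The paper states that KLF3 peaks are enriched in introns. The ratio of the intronic share of KLF3 peaks to that of the genome was 0.9. The genome share used GENCODE protein-coding transcripts, whereas the peaks were annotated with RefSeq. Promoters held 30.2% of the peaks on 1.3% of the genome, which lowers the shares left for other regions. The ratio therefore does not rule out an enrichment among peaks outside promoters. The paper states that ΔDL binds near Epgn where KLF3 does not. KLF3 replicates 1 and 2 called the peak there with 10 and 24 tags, and the KLF3 height was 221 tags against 1460 for ΔDL. The paper describes nearly equal KLF3 and ΔDL profiles in Figure 5D, at Lmna. There the ΔDL difference from KLF3 on the log2 scale was between −0.79 and 0.91 over the intronic peaks, and the peak starting at 88295105 was called in no ΔDL replicate. The paper describes a ΔDL loss at the proximal promoter alone at Zfp36l2 and Fez2. At Zfp36l2 the downstream peak starting at 84582792 is listed for KLF3 alone, with 399 ΔDL against 657 KLF3 tags, and was called in ΔDL replicate 2, while the 3′ UTR peak starting at 84584722 is listed for ΔDL and DBD but not for KLF3, with 347 ΔDL against 380 KLF3 tags, and was called in both ΔDL replicates and in KLF3 replicate 1 but not 2. At Fez2 a peak in intron 1, 412 bp from the TSS, was lower in ΔDL, with a log2 difference of −1.76, while both ΔDL replicates called the peaks in introns 4 and 5.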

Other observations

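The tests of ΔDL tags at KLF3 peaks, of KLF3 peaks at sites of ΔDL and DBD, and of promoter location at equal G+C content were chosen after the results they measure had been seen; the others here were chosen after the files had been opened but before their results were seen.

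The log2 difference of ΔDL from KLF3 at KLF3 peaks was lower at promoters than elsewhere by a difference of −0.68, and that of DBD by −1.18. The greater KLF3 height of promoter peaks is argued against as the whole source, since the ΔDL difference was −0.344 within bins of equal KLF3 height (standard error 0.015), and that of DBD −0.323 (0.019). Within bins of equal G+C content the ΔDL difference was 0.242 (standard error 0.021) and that of DBD 0.0828 (0.028). The annotated promoter class apart from G+C content is thus argued against as the source of the lower promoter heights. The peaks it was compared with include some close to a TSS, such as the Fez2 peak at 412 bp and a Lmna peak at 258 bp. Nearness to a TSS in general was therefore not tested apart from G+C content. G+C content stays open: it would have given equal values, and promoter peaks were higher than others at equal G+C content. A bias of the libraries or a preference of the proteins for such sequence could each contribute, and neither was measured. No biological explanation was tested.

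Of the KLF3 peaks, 9388 had no peak in the merged ΔDL list. An absence of ΔDL tags is argued against: at peaks listed for KLF3 alone the median ΔDL count was 11.0 times that of uniform coverage, compared with 9.96 times at peaks listed for ΔDL alone. The KLF3 count at the peaks listed for KLF3 alone was 17 times that of uniform coverage. Peaks missed in ΔDL replicate 1 alone are a candidate explanation, since 62.1% of these KLF3 peaks overlapped a peak of ΔDL replicate 2. A weaker binding of ΔDL stays open: its combined height at these sites was below that of KLF3, but the sites were selected by KLF3 and the heights have no replicate error.

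A total of 2099 peaks were listed for ΔDL and DBD but not for KLF3. Binding through the consensus motif is argued against, since the share with a match was higher in the flanks, with a difference of −4.24 percentage points between centre and flanks. This is not particular to sites missing from the KLF3 list. At peaks called for all 3 constructs a match was found in 8.83%, against 10.0% of flanks. At peaks listed for KLF3 alone these shares were 67.2% and 22.5%. Whether KLF3 signal is absent at the peaks listed for ΔDL and DBD stays open, since the KLF3 replicates differ. The median KLF3 count there was 5.88 times that of uniform coverage, but this count combines both replicates. Of the 2098 such peaks of the merged DBD list, 80.4% overlapped a peak called against its input in at least one KLF3 replicate, but 73.5% did in replicate 1 and 7.1% in replicate 2, which has more tags. Repeat sequence could contribute. A repeat annotation was more frequent at intergenic peaks of this group than at those listed for KLF3 alone, by 14.3 percentage points, but the flanks could not be compared because the genome sequence used does not mark repeats, so repeat sequence and other properties of these sites cannot be told apart. An effect of the mutations on where the proteins bind stays open and was not tested.

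Of the 5511 peaks listed for ΔDL alone, 2343 overlapped a peak of at least one KLF3 replicate list. Most of these overlaps came from KLF3 replicate 1, with 1932, while 500 were with replicate 2, which has more tags.

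At the promoter peaks of the genes in Supplementary Table S6, the median log2 difference from KLF3 was −1.11 for ΔDL and −3.43 for DBD at repressed genes, and −1.20 and −3.35 at activated genes. Over all KLF3 promoter peaks it was −0.71 and −3.02. Among random lists of promoter peaks matched on KLF3 height, the activated genes were at percentile 0.7 for ΔDL and 2.44 for DBD, and among lists not matched at 1.22 and 10.8.

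At Myh9, the promoter peak with a KLF3 height of 1850 tags is listed for ΔDL alone, although both KLF3 replicates called a peak there with 56 and 163 tags. At Pqlc3, a promoter peak starting at 17007075 is listed for ΔDL alone and was called in both ΔDL replicates, with 11 and 41 tags, and in no KLF3 replicate. KLF3 signal was not absent there, with a height of 449 tags against 648 for ΔDL. The interval overlaps the KLF3 promoter peak from 17006712 to 17007112, called with 27 and 83 tags in the KLF3 replicates.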
